# Multi-Omics Uncover Neonatal Cecal Cell Development Potentials

**DOI:** 10.3389/fcell.2022.840298

**Published:** 2022-07-15

**Authors:** Liang Chen, Qingshi Meng, Shen Li, Yue Jiang, Cong Zhang, Shanlong Tang, Ruqing Zhong, Xiangfang Tang, Sheng Zhang, Xiaohui Feng, Yong Zhao, Hongfu Zhang

**Keywords:** cecum, development, single cell RNA-seq (transcriptomics), proteomics, metabolomics, microbiota

## Abstract

Although, the cecum plays vital roles in absorption of water, electrolytes, and other small molecules, and harbors trillions of commensal bacteria to shape large intestine immune functions, it is unknown the cecum development potentials at single cell level during the very crucial neonatal developmental period. Using singe cell RNA-seq and proteomics, we have characterized six major types of cecal cells: undifferentiated cells; immune cells (Ims); cecumocytes (CCs); goblet, Paneth like cells (PLCs), and enteroendocrine cells (EECs) with specific markers. CCs mature with a gradual decrease in proportion of cells; however, Ims develop with a continuing increase in proportion of cells. Meanwhile, goblet and EEC cells reduced in proportion of cells from do to d14 or d21; PLCs increased in proportion of cells from d0 to d7 then decreased at d14 and d21. The cells exhibit specific development and maturation trends controlled by transcriptional factors, ligand-receptor pairs, and other factors. As piglets grow, cecal content and mucosal microbial diversity increases dramatically with population of beneficial microbiota, such as *lactobacillus*. Moreover, cecal mucosal-associated and cecal content microbiota are positively correlated and both show significant correlation with different types of cecal cells and plasma metabolites. This is the first presentation of neonatal cecal cell development and maturation naturally at single cell level with transcript, protein, microbiota and metabolism perspectives. Furthermore, this study provides an important tool for the determination of novel interventions in cecal drug delivery and metabolism studies.

## 1 Introduction

The large intestine, cecum, and colon, has the main functions of reabsorption of water, electrolytes and other small molecules, and elimination of undigested foodstuffs. The cecum lacks the finger-like projections known as villi and has little or no intrinsic digestive function (Dabareiner and White, 1997; Williams et al., 2001; Mowat and Agace, 2014; Peterson and Artis, 2014). However, trillions of commensal bacteria inhabit the cecum and colon and play essential roles in health (Mowat and Agace, 2014). In single-stomached animals, the large intestine is the most important site of fermentation and production of volatile fatty acids and this has important consequence for the health of the host (Williams et al., 2001). Moreover, the cells in the large intestine interact with the commensal microflora to form a symbiotic environment. These cells possess a functional role in innate and adaptive mucosal immunity (Peterson and Artis, 2014; Parikh et al., 2019). Moreover, immune cells within the intestine support the microbial communities and thus reinforce barrier function (Peterson and Artis, 2014).

The pig is recognized as an appropriate experimental animal model for human nutrition investigations because the physiological similarities between man and pig (Labib et al., 2004). Recently, the pig cecum model has been used in metabolic studies of many compounds and colon targeting for drug delivery (Von Engelhardt and Rechkemmer, 1992; Labib et al., 2004). A number of publications have explored the cell types and sub-types in small intestine or colon using single cell RNA-seq (scRNA-seq) (Haber et al., 2017; Gao et al., 2018; Parikh et al., 2019). They characterized the small intestinal cell diversity, and how the cell populations are regulated under pathogenic conditions (Gao et al., 2018; Zhao et al., 2020). Moreover, they studied the intestinal cell development during the fetal stage (Gao et al., 2018). However, we do not know cell types and sub-types in cecum. Furthermore, it is currently unknown how cecal cell types and sub-types differentiate throughout the neonatal period, or the molecular interactions (ligand-receptor, transcriptional factors, etc.) of cell types or subtypes during this critical developmental window. As the cecum is important in health, this study was conducted to investigate the differentiation of cecal cell types and sub-types especially during the critical neonatal developmental window, and cecum developmental potentials by multi-omics analyses.

## 2 Materials and Methods

### 2.1 Piglets

All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of the Chinese Academy of Agricultural Sciences. Twenty-five piglets, born at full-term from three pure line large white sows were used in current study. All piglets were maintained in the same heat preserving pigsty at 28°C and fed solely on maternal milk (no, antibiotics, immunizations, or additives). Piglet plasma, cecal mucosa, and cecal content were collected from 5 piglets at each time point: d0 (at birth; *n* = 5), d1 (1 d post-birth; *n* = 5), d7 (7 d post-birth; *n* = 5), d14 (14 d post-birth; *n* = 5), and d21 (21 d post-birth; *n* = 5). At each collection point, 3 samples of cecal mucosal tissue were taken: 1) cecal tissue was cut and fixed in 10% formaldehyde for processing into histochemical blocks; 2) cecal mucosa was washed thrice in PBS buffer, gently scraped, and the removed tissue was used for the isolation of single cells for scRNA-seq analysis; 3) cecal mucosa was washed thrice in PBS buffer, gently scraped, and the removed tissue was quickly frozen in liquid nitrogen, and kept in −80°C refrigerator for proteomics and Western blotting analyses (Supplementary Figure S1A; Meng et al., 2021; Zhang et al., 2020; Zhao et al., 2020).

### 2.2 Single Cecal Cell Isolation, Library Preparation and Sequencing, and Data Analysis

#### 2.2.1 Single Cell Isolation, Library Preparation, and Sequencing

Single-cell libraries were constructed using the 10x Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v.2 (10 × Genomics Inc., Pleasanton, CA, United States; 1,20,237) according to the manufacturer’s instructions. Protocols for single-cell sample preparation, library construction, and sequencing were performed according to our previous reports (Zhao et al., 2020; Meng et al., 2021)**,** and that of Haber et al. (2017). In summary, piglet ceca sections were collected and washed with PBS (Meng et al., 2021). Tissues were then incubated in 20 mM EDTA-PBS, on ice, for 90 min with agitation every 30 min. After 90 min of incubation, the samples were vigorously agitated and the supernatant was transferred to a new tube. The samples were then incubated with new 20 mM EDTA-PBS on ice for 30 min, and the supernatant collected again. In this way, four different components were collected and then combined. After centrifugation at 300 *g* for 3 min, the individual cell pellets were collected and washed twice with PBS using the same centrifugation protocol. Cells were then trypsinized (Invitrogen) for 1 min at 37°C and single cells were collected using a 40 μm filter. Cells were further washed twice with a PBS solution supplemented with 0.04% bovine serum albumin (BSA, Sigma, St. Louis, MO, United States; A1933). Cell viability was investigated using trypan blue stain and a hemocytometer (Bio-Rad, Hercules, CA, United States; TC20), and it was about 95%. Five cecal samples from five piglet were taken individually, and cells from the five samples were mixed together at each time point. Finally, all cell were pooled together for each time point. A concentration of 1,000 cells/μl was created and subsequently loaded onto a single cell chip (one/group). Chromium 10x Single Cell System (10 × Genomics) was used with a Gel Bead in EMulsions (GEMs) system. After treatment, cells were sorted using barcodes and cDNA library was constructed. Sequencing was performed using an Illumina Novaseq 6,000 sequencer (Illumina, San Diego, CA, United States) with pair end 150 bp (PE150) reads.

#### 2.2.2 Single Sample Analysis and Aggregation

CellRanger software (https://www.10xgenomics.com/) was used for dataset processing, using the “--force-cells = 5,000” parameter. The porcine reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000003025.6/) was constructed using the “cellranger mkgtf” function. After analysis with CellRanger, the gene barcode matrix was processed using the Seurat single cell RNA seq analysis R package in Rstudio (v3.0) (Butler et al., 2018; Meng et al., 2021). Cells with <200 genes and genes expressed in <3 cells were removed to obtain high-quality datasets for downstream analysis. After normalization, 5 datasets (one from each time point) were merged using the Seurat RunMultiCCA function. The characterized cell clusters were reviewed under the Uniform Manifold Approximation and Projection (UMAP). Cell clusters were counted using the FindClusters function, and cell cluster markers were identified using the Seurat FindAllMarkers function.

*Sub-clustering, Gene Ontology enrichment analysis* as described in our previous and other studies (Butler et al., 2018; Meng et al., 2021). When all cell clusters in the piglet cecal samples had been characterized, cells were clustered again according to cell identity. The SubsetData function was used to obtain similar cell types for downstream analysis. After clustering was completed, cluster-specific marker genes were identified using the FindAllMarkers function and marker genes were used by Metascape (http://metascape.org) for enrichment analysis (Butler et al., 2018; Meng et al., 2021).

#### 2.2.3 Single-Cell Pseudo-Time Trajectory Analysis

Single-cell pseudo-time tracks (http://cole-trapnell-lab.github.io/monocle-release/tutorials/) (Trapnell et al., 2014; Qiu et al., 2017; Meng et al., 2021) was determined using Monocle 2. Monocle objects were created from Seurat objects using the newCellDataSet function implemented by Monocle with a lowerDetectionLimit of 0.5. Seurat was used to identify variable genes for ordering. The DDRTree method was used to construct dimensionality by regressing the number of UMIs. Root states were appropriated based on the identity information of Seurat cell. Branch-specific gene expression was calculated using the BEAM function in Monocle. The branched heatmap was further constructed using the “plot_genes_branched_heatmap” function.

#### 2.2.4 Single Cell Regulatory Network Analysis

To identify gene regulatory networks that are active during cecal cell development, we used SCENIC for regulatory network inference and clustering (https://github.com/aertslab/SCENIC); a method to infer genes from single-cell RNA-seq data for regulatory networks (Aibar et al., 2017; Zhao et al., 2020; Meng et al., 2021). During analysis of single-cell RNA-seq expression matrices, cell IDs and genes were placed in columns and rows, respectively. Subsequently, genes with UMI counts<100 in all samples and genes expressed in <1% of cells were removed using gene filtering. Co-expression substrates containing potential regulators were then inferred with GENIE3. Afterwards, based on DNA motif analysis, protential direct binding targets were identified using RcisTarget; the databases (mm 10) were used that scored motifs in the promoter of the genes (up to 500 bp upstream the TSS), and in the 10 kb around the TSS (+/−10 kb). Regulon activity in each cell was calculated using the AUCell algorithm and network activity was converted into ON/OFF (binary activity matrix) with default settings.

#### 2.2.5 RNA Velocity Analysis Using Velocyto

Using the previously described velocyto software package (Meng et al., 2021), RNA velocity was used to determine whether a differentiation relationship exists in neonatal cecal cells. Standard protocols were used to generate counts of un-spliced and spliced mRNA in piglet cecal cells using the velocyto CLI. RNA velocity was then determined in all types of cecal cells (‘all’), or specific types of cecal cell using a similar workflows and parameters. Subsequently, RNA velocity was calculated while assuming constant velocity and transition probability, and embedding shift was calculated based on the previously generated UMAP representation of the cecal dataset.

#### 2.2.6 Protein–Protein Network (Ligand-Receptor) Enrichment Analysis

(Vento-Tormo et al., 2018; Efremova et al., 2020; Meng et al., 2021) ***.*** CellPhoneDB analysis [CellPhoneDB Python package (1.1.0)] was used to determine how context-dependent crosstalk of differing cell types enabled physiological processes to proceed; CellPhoneDB is a public repository of curated receptors, ligands, and their interactions. Cell-cell interaction analysis was determined after inputting single-cell data from all cell types into CellPhoneDB. The abundant receptor-ligand interactions between two cell types were derived from the receptor expression of one cell type and a corresponding ligand expression by another cell type. We then identified the most relevant cell type-specific interactions between ligands and receptors. Consideration was given to those receptors and ligands expressed in >10% of cells in the corresponding subclusters. Pairwise comparisons were made between the selected cell types. We first randomly permuted the cluster labels of all cells 1,000 times to determine the average receptor and ligand expression levels of interacting clusters. As a result, a null distribution was generated for each receptor-ligand pair. By calculating the proportion of the means that were greater than the actual mean, a *p*-value for the likelihood of cell type specificity of the corresponding receptor-ligand complex was achieved. All biologically relevant interactions were then selected.

### 2.3 Proteomics Analysis

Cecal sample proteomics analysis was performed as reported in our earlier publications (Hou et al., 2020; Liu et al., 2020; Meng et al., 2021).

#### 2.3.1 Protein Extraction and Digestion

Cecal mucosa was homogenized in lysis buffer (containing: 100 mM Tris-HCl pH 8.5, 7 M Urea, 1% SDS, 5 mM TCEP, protease inhibitors cocktail) at RT. Protein concentrations were determined using the bicinchoninic assay (BCA), in which 50 ug of protein was reduced with 5 mM TECP at 56°C for 30 min, followed by alkylation with 20 mM iodoacetamide in the dark, at RT for 30 min. Proteins were then precipitated using methanol/chloroform. 4, 1, and 3 volumes of methanol, chloroform, and water, were added to the lysate respectively; after each solvent was added, vortexing was performed; and then performed a final centrifugation of 5,000 g for 5 min at RT. After removal of the supernatant, the precipitate was washed with cold methanol, and the samples were air dried. The precipitate was then resuspended in 100 ul of digestion buffer (100 mm TEAB buffer; pH 8.0), trypsin was added at 1:25 (w/w); and protein digestion was performed overnight at 37°C.

#### 2.3.2 TMTpro labeling

Two sets of TMTpro plex amine reactive reagents were used to label 30 samples (Hou et al., 2020; Liu et al., 2020; Meng et al., 2021). Channel 126 was used to label an equally proportioned sample as that found in the reference channel. Briefly, the reactive reagents were resuspended in 30 μl of anhydrous acetonitrile; these were added to each sample and mixed by vortexing. The reactions were run - at RT for 1 h, and then halted by the addition of 8 μl of 5% hydroxylamine for 15 min. Labeled samples were pooled, lyophilized, and resuspended in 20 μl of 0.1% formic acid and 2% acetonitrile in water. The peptides were then loaded onto a Waters XBridge C18 column (5 μm; 4.6 × 100 mm, 120 Å). Buffer A was ammonium formate in water (10 mM; pH 10) and buffer B was ammonium formate in acetonitrile (10 mM; pH 10). The following gradients were used to separate peptides: 0–3 min, 5% B; 3–40 min, 60% B; 40–48 min, 80% B; 48–52 min, 80% B; 52–53 min, 5% B; and 53–55 min, 5% B. The collected 44 fractions were dried in a SpeedVac, mixed into 11 fractions, and resuspended in 0.1% formic acid and 2% acetonitrile for subsequent nano LC-MS/MS analysis.

#### 2.3.3 LC-MS/MS

Nano LC-MS/MS analysis was performed using an Orbitrap Fusion Tribrid MS (Thermo Scientific, San Jose, CA, United States) equipped with a nanospray flexible ion source, and coupled with a Dionex UltiMate 3000 RSLC nano system (Thermo, Sunnyvale, CA, United States). Peptide samples (2 μl) were injected into the PepMap C18 columns (75 μm × 3 mm, 3 μm) at a rate of 6 μl/min for on-line enrichment, followed by separation with a PepMap C18 column (2 μm, 75 μm × 250 mm), using 0.1% formic acid as buffer A and 0.1% formic acid in 80% acetonitrile as buffer B at 300 nl/min. The peptides were eluted using the followed gradients: 0–5 min, 5–12% B; 5–65 min, 12%–38% B; 65–72 min, 38–95% B; 72–80 min, 95% B; 80–81 min, 95–5% B; and 81–95 min, 5% B.

The mass spectrometers were set-up to use electrospray ionization (2 kV) at 275°C in “Top Speed” mode. Orbitrap resolution was 120 000; tandem mass spectrometry (MS/MS) was 50 000. MS/MS spectra were acquired using a quadrupole isolation width of 1.6 m/z and an HCD normalized collision energy (NCE) of 38. Dynamic exclusion was set for 30 s using monoisotopic precursor selection.

#### 2.3.4 Data Processing

Raw data files were searched using MSFragger v.3.11 and Philosopher v.3.3.11 against the *Sus scrofa* protein database from the NCBI database (GCF_000003025.6_Sscrofa11.1). The mass tolerances for precursor and fragment ions were 10 ppm and 0.02 Da, respectively. Filtering of proteins and peptides was performed with a false discovery rate (FDR) of <1%. Enzyme parameters were limited to semi-tryptic peptides with a maximum miscleavage of 2. Carbamidomethyl (C) of the peptides was set as the fixed modification; the oxidation (M) and deamidated (NQ) of the protein N-terminus were set as variable modifications. The reported ion intensities were filtered using Physpher to R with “PDtoMSstatsTMTFormat ()” from the MSstatsTMT package.

### 2.4 Cecal mucosa and Content Microbiota Sequencing as Described in Our Previous Studies (Zhang et al., 2020; Meng et al., 2021)

#### 2.4.1 DNA Extraction

Total genomic DNA from cecal mucosa and contents was isolated using the E. Z.N.A. ® Stool DNA Kit (Omega Bio-tek Inc., United States), following the manufacturer’s instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, United States) and 1% agarose gel.

#### 2.4.2 Library Preparation and Sequencing

The V3-V4 region of the 16S rRNA gene was amplified using barcoded primers 338F (5′- ACT​CCT​ACG​GGA​GGC​AGC​AG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). PCR reactions (total 30 μl) included 15 μl PhusionR High-Fidelity PCR Master Mix (New England Biolabs), 0.2 mM primers, and 10 ng DNA. The thermal cycle performed initial denaturation at 98°C, followed by 30 cycles of 98°C for 10 s, 50°C for 30 s, 72°C for 30 s, and a final extension at 72°C for 5 min. PCR products were purified using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, United States). Sequencing libraries were constructed with a NEB Next^®^ UltraTM DNA Library Prep Kit for Illumina (NEB, United States) following the manufacturer’s instructions; index codes were added. The library was then sequenced on an Illumina MiSeq 2,500 platform (Illumina, United States) and generated 300 bp paired-end reads at the Novo gene. FLASH (v.1.2.71) was used to merge paired-end reads. Tag quality was controlled in QIIME (v.1.7.02), and all chimeras were removed. The “Core Set” of the Greengenes database3 was used for classification, and sequences with >97% similarity were assigned to the same operational taxonomic units (OTUs).

#### 2.4.3 Analysis of Sequencing Data

OTU abundance information was normalized using a standard of sequence numbers corresponding to the sample with the least sequences. Alpha diversity indices were calculated using QIIME (v.1.7.0). PLS-DA was performed with R software (v.2.15.3).

### 2.5 Plasma metabolites Determined by LC-MS/MS as Described in Our Previous Studies (Zhang et al., 2020; Meng et al., 2021)

Piglet plasma was collected and kept at −80°C. The protein was removed from the plasma samples on ice before LC-MS/MS analysis using ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as described previously.

The condition for HPLC was: ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm), solvent A [aqueous solution with 0.1% (v/v) formic acid], and solvent B [acetonitrile with 0.1% (v/v) formic acid] with a gradient program: 0–2 min, 5–20% B; 2–4 min, 20%–25% B; 4–9 min, 25–60% B; 9–17 min, 60–100% B; 17–19 min, 100% B; 19–19.1 min, 100–5% B; and 19.1–20.1 min, 5% B. The flow rate was set at 0.4 ml/min and 5 μl was injected. ESI was used in the mass spectrometry program. Progenesis QI v. 2.3 (Nonlinear Dynamics, Newcastle, United Kingdom) was applied to normalize the peaks. Data were characterized using the Human Metabolome Database (HMDB), Lipidmaps (v. 2.3), and METLIN software. In addition, the data were analyzed with SIMCA software (v. 14.0, Umetrics, Umea, Sweden) and KEGG database (http://www.genome.jp/KEGG/pathway.html) was applied for the pathway enrichment analysis (Zhang et al., 2020).

### 2.6 Histopathology Analysis

Cecal tissue segments were fixed in 10% neutral formalin, paraffin embedded, cut into 5 μm sections, and stained with hematoxylin and eosin (H&E) for histopathological analysis.

### 2.7 Immunofluorescent Staining (IHF)

The protocol for immunofluorescence staining was reported in our recent publications (Zhang et al., 2020; Zhao et al., 2020; Meng et al., 2021). Supplementary Table S1 listed the primary antibodies that were used. In brief, riefly, 5 μm thick tissue sections were rehydrated gradient, subjected to antigen retrieval, and first blocked with normal goat serum in TBS, followed by incubation (1:150 in TBS-1% BSA) with primary antibodies at 4°C overnight. Sections were washed (TBS-1‰ Tween 20, 10 min X3) and then incubated with a Cy3/FITC labeled goat anti-rabbit or donkey anti-goat secondary Abs (1:150 in TBS-1% BSA; Beyotime Institute of Biotechnology, Shanghai, P.R. China) at 37°C for 30 min. After three times washes with TBST and then counterstained with Hoechst 33,342. Stained sections were examined under a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Inc., Melville, NY), and the resulting fluorescence images were analyzed with ImageJ software.

### 2.8 Western Blotting

Western blotting analysis followed our previously reported protocols (Zhang et al., 2020; Zhao et al., 2020; Meng et al., 2021). Briefly, cecal mucosal tissue samples were lysed in RIPA buffer containing a protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology). Information regarding the primary antibodies used is given in Supplementary Table S1. Actin was used as the loading control. Secondary donkey anti-goat Abs (Cat no: A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no: A24531) Abs were purchased from Novex® by Life Technologies (United States). Protein samples (50 μg/sample) were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2 h at 4°C. Membranes were then blocked with 5% BSA for 1 h at RT, followed by 3 washes with 0.1‰ Tween-20 in TBS (TBST). Membranes were then incubated with primary Abs diluted to 1:500 in TBST with 1% BSA overnight at 4°C. Following a further 3 washes with TBST, the blots were, respectively, incubated with the HRP-labelled secondary goat anti-rabbit or donkey anti-goat Ab, for 1 h at RT. Secondary donkey anti-goat Ab (Cat no: A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no: A24531) Abs were purchased from Novex® by Life Technologies. After three washes, the blots were imaged.

### 2.9 Statistical Analysis

For cecal mucosa or content microbiota data analysis, data that were not normally distributed following log transformation or that had un-equal variances were subjected to nonparametric analysis using the Kruskal–Wallis test within the NPAR1WAY procedure of SAS.

### 2.10 Data Availability

The 10x sequencing raw data are deposited in NCBI’s Gene Expression Omnibus under accession number: GSE163272. Proteomics data are deposited at the Integrated Proteome resources (https://www.iprox.org/) with the ID: IPX0002622002. The microbiota raw sequencing data generated in this study has been uploaded to the NCBI SRA database with the accession number PRJNA688810.

## 3 Results

### 3.1 Profile of Neonatal Porcine Cecal Development at the Single Cell Level

In this study, we investigated the piglet cecal development during the neonatal window [from birth (d0) to 21 days of age (d21)] through scRNA-seq, proteomics, gut microbiota, and plasma metabolism (Supplementary Figure S1A; Study scheme). The piglet cecum developed gradually during its mucosal layer maturation (Figure 1A; Supplementary Figure S1B). At birth (d0), there were finger-like projections known as villi in the cecum similar as in the small intestine (Mowat and Agace, 2014). As the piglet grew, the projections became smaller and flatter to represent the cecal maturation lacking villi and a brush border showed by the vil1 staining (Figure 1A; Supplementary Figure S1C). A single-cell profiling was applied to create a map of cecal epithelia of the piglets at d0, d1, d7, d14, and d21 with 6,861, 6,451, 6,520, 6,415, and 6,439 cells (after quality control), respectively (Figures 1B–F; Supplementary Figure S1D–F; Supplementary Table S2). 

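Cells from the ceca of 5 piglets were mixed into 1 library at each age, and the authors deposited for each library a matrix of counts of unique molecular identifiers (UMIs, each marking 1 captured RNA molecule) without normalization. The counts were made with Cell Ranger on the porcine genome Sscrofa11.1 and cover 20648 genes. The matrices of d0, d1, d7, d14 and d21 held 15350, 14142, 10824, 16273 and 16975 barcodes, the lowest of them with 500 UMIs. Cells with at least 200 detected genes were kept here, which left 15218, 14142, 10272, 16177 and 16892 cells. These carried 83394038, 80196009, 47921183, 91863866 and 69522315 counts in all, with a median of 2859, 3005, 2340, 4121 and 2587 UMIs and 884, 1283, 1045, 1570 and 1129 genes per cell. The share of all counts on the 13 mitochondrially encoded genes was 23.7%, 11.0%, 8.95%, 5.51% and 7.94%. No other filter was applied and doublets were not removed. Which barcodes the study kept was not used here. The paper and the sample labels name different versions of the library kit.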

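In what follows, the level of a gene is its count summed over the cells of a library or of a group of clusters, per 10000 counts of the same cells. With 1 library per age there were no replicates, so no test between ages was made, and age cannot be told apart from library. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals (CI) and levels with exact Poisson ones, which cover counting error only and not the variation between piglets. By the rule that a count of 0 allows up to 3 counts, it allows a level of up to 0.000327 at d14, the deepest library, and 0.000626 at d7, the shallowest. Levels by marker set are pooled over the ages where no age is given, although the sets differ in how many of their cells came from each age. After the values had been seen they were therefore also taken age by age, over the sets with at least 20 cells. A set called highest was highest at each of these ages too, unless stated otherwise.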

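The 72701 cells of the 5 libraries were clustered together by the Leiden method of python-igraph on a graph of shared nearest neighbours, from 2000 variable genes, 30 principal components and 15 nearest neighbours per cell, without integration between libraries. Leiden clustering at resolution 1 gave 40 clusters, numbered from 0 by size. Cluster 0 held 8082 cells and cluster 39 held 86. Some clusters came almost wholly from 1 library. From d1 came 94.3% of the cells of cluster 12, 91.2% of cluster 13, 98.5% of cluster 20 and 95.3% of cluster 38, while d14 gave 96.3% of cluster 37. Such a cluster can be a property of its library and not a type of cell.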

All the cells were combined together for further analysis and 6 clusters were partitioned by unsupervised graph clustering visualized by Uniform Manifold Approximation and Projection (UMAP; Figure 1B) as reported in early articles (Gao et al., 2018; Parikh et al., 2019; Zhao et al., 2020). This is the first study to cluster the cecum cells using scRNA-seq analysis using a method similar to Parikh et al. (2019).

**FIGURE 1:**
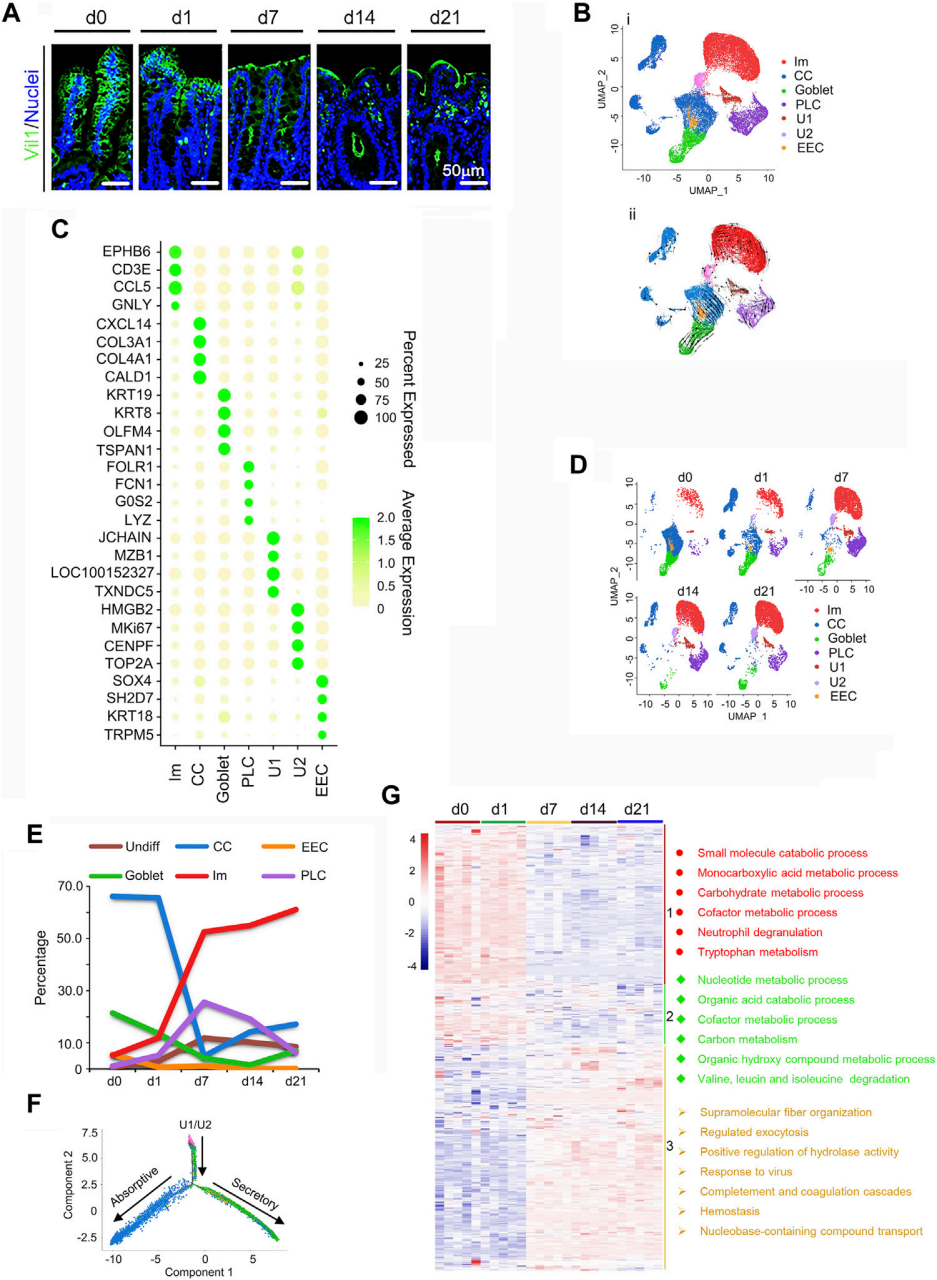
Single-cell profile of swine neonatal cecal epithelium. **(A)** Vil1 staining of the ceca at 5 time points in cecal samples. Scale bar: 50 μm. **(B)** Cecal cell type clusters (All the cells pooled together to show the major cell clusters for the five timepoints). (i). UMAP of 32 686 single cells (points), colored by cluster assignment (*n* = 5 piglets at each time point). (ii) RNA velocity vector projection on UMAP plot (The arrow indicated the developmental trend). **(C)** Heatmap of cluster marker genes, colored by relative gene expression. Dot size represents the fraction of cells per cluster. The color scale bar represented the average expression. **(D)** Cell population changes during development by UMAP analysis (from d0 to d21). **(E)** The proportion of cells in each cluster at each time point to show the trend of the relative percentage of cells from d0 to d21. **(F)** Differentiation pseudotime trajectory analysis of absorption and secretory cells (CCs, goblet, PLCs, and EECs) from undifferentiated cells (U1/U2). Predicted secretory-lineage cells and absorptive cells are from U1/U2. **(G)** Proteomics data of piglet cecal mucosa at 5 time points (five animal samples at each time point) with enriched functions for each group of proteins. Three clusters of proteins indicated by the different color bar on the right, and with the enriched main functional pathways.

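Each of the 40 clusters was compared with the 4 marker genes per class that Fig. 1C shows. These are EPHB6, CD3E, CCL5 and GNLY for Ims, CXCL14, COL3A1, COL4A1 and CALD1 for CCs, KRT19, KRT8, OLFM4 and TSPAN1 for goblet cells, FOLR1, FCN1, G0S2 and LYZ for PLCs, JCHAIN, MZB1, LOC100152327 and TXNDC5 for U1, HMGB2, MKI67, CENPF and TOP2A for U2, and SOX4, SH2D7, KRT18 and TRPM5 for EECs. A cluster was taken to carry the set with the highest mean log2 fold over the other cells, if that mean was at least 1 and at least 3 of the 4 genes were higher there. Both limits were set after a first look at the clusters. The Im set was carried by clusters 0, 2, 15 and 22, the CC set by clusters 7, 10, 13, 20, 21 and 27, the goblet set by clusters 6, 14, 19 and 36, the PLC set by clusters 3, 24 and 25, the U1 set by cluster 26, the U2 set by clusters 8, 16 and 38, and the EEC set by clusters 18 and 33.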

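The leading genes of several of these clusters came from general lists of other cell types. Clusters 10, 13, 20 and 27 were led by genes such as FBLN1, DCN, OGN and WNT5A and scored highest for the fibroblast list, and clusters 7 and 21, led by RGS5 and by ACTG2, scored highest for the pericyte or smooth muscle list. FCN1, S100A9 and CD14 of the myeloid list were among the leading genes of cluster 3, and C1QC of the same list among those of cluster 24. In cluster 16 the B cell genes MS4A1, CD79B and PAX5 led, in cluster 38 the endothelial genes PECAM1, PLVAP and VWF, in cluster 26 the plasma cell genes JCHAIN and MZB1, in cluster 18 the tuft genes TRPM5, SH2D6, GNG13 and POU2F3, and in cluster 33 the hormone genes PYY, SST, CHGB and GCG. For this reason the classes are named here only by the marker set that their clusters carried, and shares are given per cluster as well.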

The six clusters of cecal cells (Parikh et al., 2019) include undifferentiated cells [undifferentiated 1 cells (U1) and undifferentiated 2 cells (U2)], immune cells (Ims), cecal enterocyte (cecumocytes; CCs) (Parikh et al., 2019), goblet, Paneth like cells (PLCs), and enteroendocrine cells (EECs) with corresponding marker genes (Figure 1C; Supplementary Figure S1E, F; Supplementary Table S3). The timing of cell developmental potential was confirmed by RNA velocity analysis (Figure 1Cii) (La Manno et al., 2018; Joost et al., 2020).

Cecal development during the neonatal window was reflected by the proportion of different clusters of cells at different times (Figures 1D,E). 

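Cells in clusters that carried no marker set made up 75.0% (95% CI 74.3 to 75.7), 42.0% (95% CI 41.2 to 42.8), 31.5% (95% CI 30.6 to 32.4), 21.1% (95% CI 20.4 to 21.7) and 21.8% (95% CI 21.1 to 22.4) of the cells at d0, d1, d7, d14 and d21. They stay in the denominator of every share given here. The largest such cluster at d1 was cluster 12, with 12.7% of the cells, led by CLEC3B, PECAM1 and VWF. At d7 the largest were clusters 11 and 23, with genes of lymphocytes. Cluster 5, led by HBB, OGT, NLRC3 and RUNX3 among others, held 0.118%, 0.0424%, 7.23%, 2.42% and 12.8% at the 5 ages and was the largest at d21. Its median UMI count was 0.304 of that of its libraries, and none of the markers was among its 10 leading genes, so it was left without a name. Before this rule it passed both limits for the U2 set, with a mean log2 fold of 1.29 and all 4 genes higher than in the other cells. Cluster 9, led by CST3 and genes of the major histocompatibility complex, was the largest at d14 with 8.40%. Cluster 17, with KRT19 and KRT8 of the goblet set among its leading genes, stayed below the limit of 1 with a highest mean log2 fold of 0.82, and held 5.84%, 3.45%, 0.127%, 0.0124% and 0.0178% of the cells at the 5 ages.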

Figure 1D showed the UMAP maps for the samples in different time points with each cell type. 

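The share of cells in the clusters of each marker set was counted in each library, over all kept cells, at d0, d1, d7, d14 and d21.

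**Figure D1:**
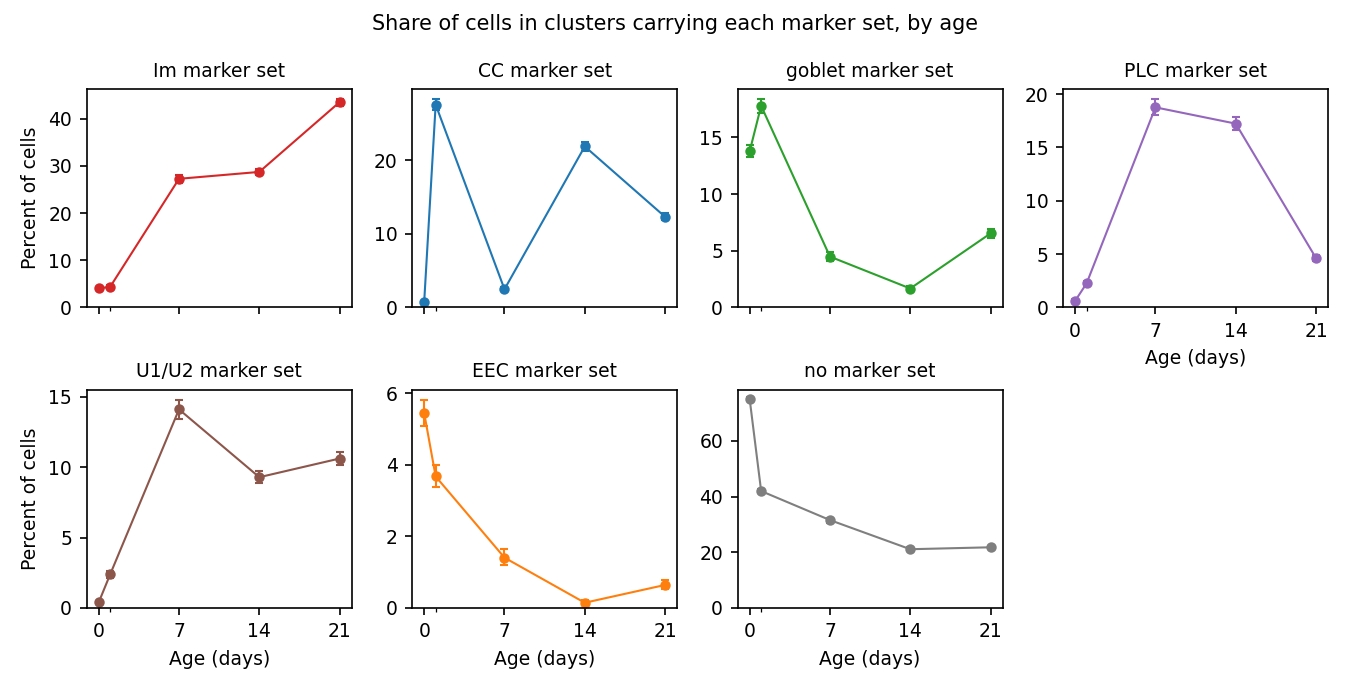
Percent of the cells of each library (vertical axis) in clusters carrying each marker set of Fig. 1C, against age in days (horizontal axis). Points are the single library of each age, bars are exact 95% Clopper-Pearson intervals for counting error only, and the vertical scale differs between panels. The Im panel is highest at d21 (7352 cells), and the panel of cells with no marker set at d0 (11415 cells).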

Figure 1E presented the percentage of each type of cells at each time point. The change of the number of the cells during the time was presented in Supplementary Figure S1G. At d0, CCs were most abundant, followed by goblet, EECs, Ims, PLCs, and U1/U2. However, with advancing age, CCs decreased dramatically to a minimum at d7, then increased at d14 and d21 (Figures 1D,E). On the other hand, Ims increased dramatically from d0 to d7, then continued to rise in proportion at d14 and d21 (Figures 1D,E). 

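In the d0 library, 13.8% (95% CI 13.2 to 14.3) of the cells lay in goblet-set clusters, 5.44% (95% CI 5.09 to 5.81) in EEC-set clusters, 4.02% (95% CI 3.71 to 4.35) in Im-set clusters, 0.749% (95% CI 0.618 to 0.899) in CC-set clusters, 0.611% (95% CI 0.494 to 0.748) in PLC-set clusters and 0.388% (95% CI 0.295 to 0.500) in U1- or U2-set clusters. Most other cells of this library fell into a pair of clusters without a set. Cluster 1 held 41.0% (95% CI 40.2 to 41.8) of the cells and had 64.0% of its counts on mitochondrially encoded genes. Cluster 4 held 22.2% (95% CI 21.5 to 22.9), had a median of 7842 UMIs per cell and was led by SMIM24, DPEP1, PRAP1 and TMIGD1, and it scored highest for the list of absorptive enterocyte genes.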

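CC-set clusters held 27.6% (95% CI 26.9 to 28.3) of the cells at d1, 2.46% (95% CI 2.17 to 2.78) at d7 and 21.9% (95% CI 21.3 to 22.5) at d14. The log2 ratio of their share was 5.20 (95% CI 4.94 to 5.47) for d1 over d0 and 3.15 (95% CI 2.97 to 3.33) for d14 over d7. With only cells under 20% mitochondrial counts, the first became 4.26. Cluster 4, with absorptive enterocyte genes, held 6.63% at d1 and 0.0195% at d7, and 0% at d14 and d21 (95% CI up to 0.0228 and 0.0218).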

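The share of cells in Im-set clusters was 4.35% (95% CI 4.02 to 4.70) at d1, 27.3% (95% CI 26.4 to 28.1) at d7 and 28.7% (95% CI 28.0 to 29.4) at d14. Its log2 ratio for d21 over d0 was 3.44 (95% CI 3.32 to 3.55). It moved most when the barcodes with the most UMIs were taken, as many as the study kept, and was then 7.27.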

Meanwhile, U1/U2 gradually increased throughout the period (Figures 1D,E). 

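Clusters carrying the U1 or U2 set held 2.38% (95% CI 2.14 to 2.65) of the cells at d1, 14.1% (95% CI 13.4 to 14.8) at d7 and 9.29% (95% CI 8.85 to 9.75) at d14, and the log2 ratio of d21 over d0 was 4.78 (95% CI 4.40 to 5.15). The share was highest at d7 and fell from d7 to d14 by more than the counting error. With cluster 5, which a rule set after the data had been seen kept out of the U2 set, the share would be 21.3% (95% CI 20.6 to 22.2) at d7 and highest at d21, with 23.4% (95% CI 22.8 to 24.1). U1-set cells were absent from the d0 and d1 libraries, where 0 of 15218 and 0 of 14142 cells were counted (95% CI up to 0.0242% and 0.0261%).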

At the same time, goblet cells sharply reduced from d0 to d14, and EECs gradually reduced from d0 to d21; while PLCs increased from d0 to d7, then gradually decreased till d21. 

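Goblet-set clusters held 17.8% (95% CI 17.2 to 18.4) of the cells at d1, 4.48% (95% CI 4.09 to 4.90) at d7 and 1.66% (95% CI 1.47 to 1.87) at d14. The clusters of this set moved in opposite ways from d0 to d21. Cluster 6 fell from 10.4% to 0.0296%, cluster 19, with MUC2 and CLCA1, from 2.86% to 0.142% and cluster 36 from 0.315% to 0.225%. Cluster 14, with OLFM4, rose from 0.223% to 6.13%. For the whole set the log2 ratio of d21 over d0 was -1.08 (95% CI -1.18 to -0.98), and its sign depended on the processing. It was 0.88 with 15 principal components in place of 30, 0.47 at Leiden resolution 2, 0.33 with cells of at least 500 genes and 0.0033 with cells under 20% mitochondrial counts. EEC-set clusters held 3.67% (95% CI 3.37 to 3.99), 1.40% (95% CI 1.18 to 1.65) and 0.142% (95% CI 0.0901 to 0.213) at d1, d7 and d14, with a log2 ratio of d21 over d0 of -3.09 (95% CI -3.38 to -2.80). This ratio kept its sign under the alternatives. It was -0.42 with the barcodes with the most UMIs and -3.60 with cells of 200 to 2500 genes (chosen after the values were seen). PLC-set clusters held 2.25% (95% CI 2.01 to 2.51), 18.8% (95% CI 18 to 19.5) and 17.2% (95% CI 16.6 to 17.8) at d1, d7 and d14. Their log2 ratio was 4.94 (95% CI 4.64 to 5.24) for d7 over d0 and -2.02 (95% CI -2.14 to -1.91) for d21 over d7.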

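Of the 16892 cells of the d21 library, 43.5% (95% CI 42.8 to 44.3) were in Im-set clusters, 12.3% (95% CI 11.8 to 12.8) in CC-set clusters, 10.6% (95% CI 10.2 to 11.1) in U1- or U2-set clusters, 6.53% (95% CI 6.16 to 6.91) in goblet-set clusters, 4.61% (95% CI 4.30 to 4.94) in PLC-set clusters and 0.639% (95% CI 0.525 to 0.771) in EEC-set clusters. The intervals of these shares did not overlap, but they cover counting error only. With cluster 5 counted in the U2 set, the U1- or U2-set share would be 23.4% and lie above that of the CC set. The paper states that the shares of the cell types at the 5 ages reflect the development of the cecum.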

At d21, Ims were most common (61.08%), followed by CCs (17.11%), U1/U2 (8.50%), goblet (6.97%), PLCs (6.27%), and EECs (0.06%; Figures 1D,E). All cell types approached mature cecum development at d21 (Mowat and Agace, 2014; Peterson and Artis, 2014). U1/U2, CCs, goblet, PLCs, and EECs were isolated and a bifurcating trajectory (pseudotime analysis) was found for these cell clusters, arising from U1/U2, then separating to secretory and absorptive lineages (Figure 1F) (Parikh et al., 2019).

Proteomics of the cecum was determined with the cecal mucosal samples of 5 piglets at each time point (Figure 1G). In total, 6,847 cecal proteins were detected (Supplementary Table S4) with 1,453 differentially expressed proteins (Supplementary Table S5). In total, 916 out of the 1,453 differentially expressed protein genes were also found in the scRNA-seq data set (Supplementary Table S6). 

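All 916 genes of Table S6 were found by symbol in the count matrices, each for a single protein. The RNA change of a gene was taken as the log2 ratio of its level at d21 over d0, with 0.01 per 10000 counts added to both, and the protein change as the difference between the mean protein levels of Table S6 at d21 and d0, which are the paper's values over 5 piglets per age. For 118 of the genes, Table S6 gives the same value, 15.5, for all 15 piglets of d7 to d21. Of these, 11 appear in the first 1664 proteins of Table S4 that were read here, all without a value at those ages.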

The 916 proteins were clustered into 3 groups (Figure 1G) and their functions were enriched by Metascape online. Group 1 included 303 proteins that were higher at d0 and d1, then decreased from d7 during cecal development (Figure 1G; Supplementary Table S7). These proteins were mainly associated with catabolic and metabolic process, correlating the functions of CCs which matched the scRNA-seq data (Figure 1G). 

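For the 303 genes of group 1, the RNA level at d21 was below that at d0 for 219 and above it for 84. Their levels summed to 292, 208, 141, 121 and 104 counts per 10000 at d0, d1, d7, d14 and d21. The RNA was highest at d0 for 153 of the genes and at d1 for 60. Among single genes, the level of VIL1 (villin 1) was 2.44, 1.16, 0.470, 0.0571 and 0.108 at the 5 ages, where the paper's protein levels fell from 16.1 to 15.4 (means of 5 piglets).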

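The median RNA change of the group 1 genes from d0 to d21 was -0.90 on the log2 scale. It lay at percentile 0 among 10000 random lists of as many genes matched on mean level, whose medians centred on 0.41 (95% range 0.27 to 0.55). This describes the pair of libraries and is not a test between ages.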

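The 162 genes of group 2 had a median RNA change of 0.068 on the log2 scale from d0 to d21, at percentile 0.0300 of the matched random lists (median 0.40). RNA was lower at d21 for 76 of the genes and higher for 86. With genes under a mean level of 0.1 left out, the numbers were 64 lower and 64 higher. With mitochondrially encoded genes out of the denominator they were 94 and 68, so the direction of this group depends on the scaling.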

Protein levels in group 2 gradually decreased from d1 to d21 with functions related to nuclei and organic compound metabolism, also correlating to CCs (Figure 1G). Group 3 protein levels were lower from d0 to d1 while higher from d7 to d21 and functions were related to defense and immune function, correlating the functions of Ims (Figure 1G). 

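Group 3 held 451 genes, of which 311 had more RNA at d21 than at d0 and 139 less. Their median RNA change was 0.54 on the log2 scale, at percentile 99.7 of the matched random lists, whose medians centred on 0.39. Summed levels of the group were 224, 285, 325, 364 and 342 at d0, d1, d7, d14 and d21, the highest at d14. The level of PTPRC went from 0.254 at d0 to 6.56 at d21, and that of CORO1A from 0.322 to 6.62. Both genes were picked here after their values were seen. Of the genes held at a single value from d7 on, 68 are in group 3.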

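Across the 916 genes, which are not independent replicates, the change of RNA and the change of protein from d0 to d21 had a Spearman rank correlation of 0.369 (95% CI 0.311 to 0.423), and 583 genes, or 63.6%, changed in the same direction. Missing values in the part of Table S4 read here split the protein samples into d0 to d3 and d7 to d21. Within the earlier ages, d1 against d0, the correlation was -0.0648. Within the later ages, d21 against d7 and without the genes at a single value, it was 0.104 (95% CI 0.0347 to 0.172). The relation was thus lower within these blocks than between them. Without the genes at 15.5 from d7 to d21, the correlation from d0 to d21 was 0.438. From the trends of the protein groups, the paper concludes that proteomic and scRNA-seq data matched well.

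**Figure D2:**
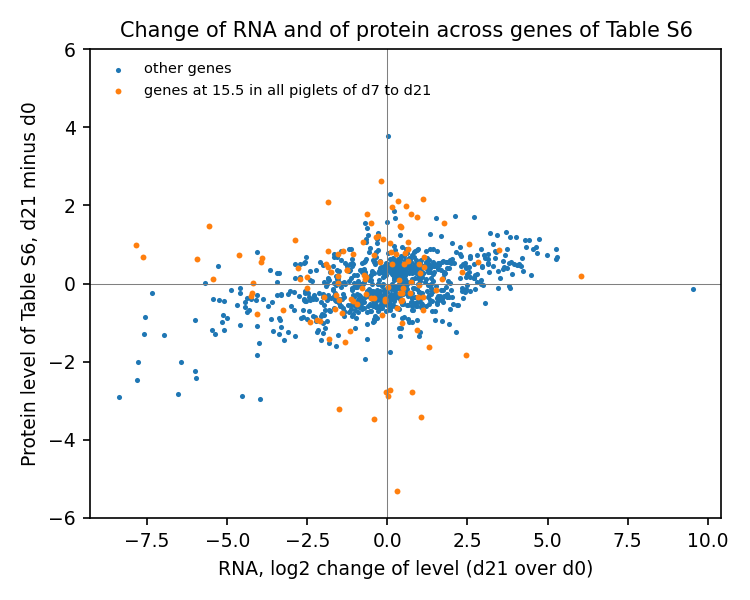
Change of RNA between the d0 and d21 libraries (horizontal axis, log2 ratio of levels) against the change of the protein level of Table S6 (vertical axis, mean at d21 minus mean at d0, 5 piglets per age). Each point is 1 gene of Table S6, and orange points are the 118 genes at 15.5 in all piglets of d7 to d21. Points spread widely around a rank correlation of 0.369.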

Overall, there was a good match between proteomic and scRNA-seq data.

### 3.2 Development of Cecal Ims Population

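Among the Im-set clusters, cluster 0 rose from 0.237% of the cells at d0 to 28.0% (95% CI 27.3 to 28.7) at d21, and cluster 2 from 0.0657% to 14.1% (95% CI 13.6 to 14.6). Both scored highest for the T cell list, but 0 genes of it were among the 10 leading genes of either, and cluster 0 had 1 gene of the NK or cytotoxic list there. The NK or cytotoxic list scored highest in the others. Cluster 22 fell from 3.33% to 0.189%. Clusters 11 and 23 had genes of lymphocytes but did not carry the marker set, and are not counted with it. Cluster 11, led by IL17A, IL17F, IL22 and IL7R, held 1.35%, 2.05%, 8.41%, 4.28% and 1.88% of the cells at d0, d1, d7, d14 and d21.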

During neonatal development, Ims cells increased significantly (Figures 2A,B; Supplementary Table S8) from 5.12 to 61.08% during d0–d21 (Figure 1E; Figure 2B). Figure 2A showed the UMAP map for Ims for different cell types in whole while Figure 2B presented the UMAP maps for Ims at each time point with different cell types. There were four subclusters of Ims in the neonatal cecum: T cells, B cells, mast cells and innate lymphoid cells (ILC; Figures 2A,B; Supplementary Figure S2A–C). 

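The 10 genes of highest fold for each Im subtype in Table S8 were looked up in the 40 clusters, and a cluster was assigned the subtype of highest mean log2 fold, where that mean was at least 1 and at least 5 of the 10 genes were higher there than in the other cells. The limit on UMI counts that left cluster 5 without a name was not applied to the subtypes, and this cluster held 12.8% of the cells at d21. The T cell markers of the paper were carried by clusters 0, 5 and 8, of which cluster 8 was led by proliferation genes. Its B cell markers, among them LAG3, IL10, IL22 and IL7R, were carried by clusters 2 and 11, which had T cell and innate lymphoid genes. The B cell genes MS4A1 and CD79B led cluster 16 instead. The ILC markers, among them BCL2, CCR7 and NLRC3, were carried by cluster 23, led by LEF1, CCR7 and S1PR1. The mast cell markers, among them GNLY, GZMH and KLF2, were carried by cluster 15, led by GNLY, NCR1 and TBX21, while the mast cell genes FCER1A, MS4A2 and HDC were among the leading genes of cluster 28.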

The developmental trajectory of these Ims started from ILC to T cells and B cells; however, mast cells showed a different developmental trajectory (Figure 2A; Supplementary Figure S2C; RNA velocity). T cells, and B cells continued increasing from d0 to d21; while mast cells increased from d0 to d14 then decreased; however, ILC increased from d0 to d7, then fell quickly in proportion at d14 and d21 (Figure 2B). 

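Clusters with the paper's T cell markers held 0.421%, 0.325%, 28.6%, 17.3% (95% CI 16.7 to 17.9) and 49.4% (95% CI 48.6 to 50.1) of the cells at d0, d1, d7, d14 and d21. For its B cell markers the shares were 1.42%, 2.14%, 13.7%, 18.4% (95% CI 17.8 to 19.0) and 16.0% (95% CI 15.4 to 16.5). Cluster 15, with the mast cell markers, held 0.394%, 0.587%, 5.23% (95% CI 4.81 to 5.68), 4.51% (95% CI 4.19 to 4.84) and 1.24%, and cluster 23, with the ILC markers, 0.0460% (95% CI 0.0185 to 0.0948), 0.0141%, 8.12%, 0.717% and 0.213%. The first fell from d7 to d14, the second from d14 to d21, and the mast cell markers from d7 on. Cluster 28, with the general mast cell genes, held 0.276%, 0.191%, 0.681%, 1.82% and 0.568%.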

To search the correlation of gene expression patterns and cell populations, the expression levels of the top 50 specifically expressed genes from these Ims were determined. 

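Of the Im list of Table S9, 48 genes were in the count matrices, and all of them had a higher level at d21 than at d0. The median log2 change was 3.56. The level rose at every step from d0 to d21 for 10 of the genes and was highest at d21 for 37. Summed over the list, the levels were 19.7, 30.8, 195, 214 and 333 at d0, d1, d7, d14 and d21. The study picked these genes from the same libraries. Every alternative cell filter and scaling gave 48 higher genes, while the sum was 31.4 at d0 by the mean over cells and 52.4 at d1 with cells of 200 to 2500 genes (chosen after the values were seen).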

The expression of most of these 50 genes gradually increased from d0 to d21 (Figure 2C; Supplementary Table S9), which matched the increase in proportion of the Ims. Moreover, the protein levels showed a similar trend to that of gene expression (Figure 2D; Supplementary Table S6) in the proteomics data. 

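CCL5 (NCBI gene 396613, chromosome 12 from 39652731 to 39659121) had 22199 counts in the d0 library and 791519 in the d21 library, and its level was 2.66 (95% CI 2.63 to 2.70), 2.07, 37.4, 45.6 and 114 (95% CI 114 to 114) at d0, d1, d7, d14 and d21. Of goblet-set cells, which should lack it, 56.6% (95% CI 53.3 to 59.8) had a UMI of CCL5 at d21 and 1.22% (95% CI 0.791 to 1.80) at d0, with each cell thinned to 1000 UMIs. Without thinning the shares were 97.3% and 4.15%. IL6 (NCBI gene 399500, chromosome 9 from 91506421 to 91510830) had 0 counts at d0 (95% CI up to a level of 0.000442), and the level was 0.169 (95% CI 0.160 to 0.178) at d1, 0.00772 (95% CI 0.00544 to 0.0106) at d7, 0.0150 (95% CI 0.0126 to 0.0177) at d14 and 0.0196 (95% CI 0.0164 to 0.0231) at d21.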

According to IHF analysis, protein levels of *CCL5* and *IL6* increased from d0 and d1 to d21, which confirmed the proteomics data and scRNA-seq data (Figures 2C,E; Supplementary Figure S2E,F). Figure 2C was the relative expression pattern of the top 50 specifically expressed genes in Ims. Figure 2E showed the IHF staining for *CCL5* and *CD3*. 

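The CD3 complex is encoded here by CD3E (NCBI gene 397455, chromosome 9 from 45619730 to 45633972), CD3D and CD3G, which follow it on the same chromosome up to position 45656779. The level of CD3E was 0.110 (95% CI 0.103 to 0.118), 0.0976, 2.90, 3.75 and 5.73 (95% CI 5.67 to 5.79) at d0, d1, d7, d14 and d21. That of CD3G was 0.122 at d0 and 3.88 at d21, and that of CD3D 0.00204 and 0.0972. With each cell thinned to 1000 UMIs, 1.88% (95% CI 1.66 to 2.12) of the cells had a UMI of CD3E at d0 and 35.5% (95% CI 34.7 to 36.3) at d21, after 1359 and 3304 shallower cells were left out. Without thinning the shares were 2.71% and 49.8%. Goblet-set cells, which should lack the gene, gave 0.195% (95% CI 0.0532 to 0.499) and 6.57% (95% CI 5.06 to 8.36) at the same 1000 UMIs. Among cells deep enough to be thinned, the median depth before thinning was 7956 UMIs at d0 and 4980 at d21 in goblet-set cells. Over all cells with at least 1000 UMIs it was 3310 and 3327, against 2859 and 2587 over all kept cells.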

Concurrently, the proportion of *CD3* (part of T-cell receptor/CD3 complex; involved in T-cell development and signal transduction) positive cells increased from d0 to d 21, which further confirmed the proteomics data and scRNA-seq data (Figures 2C,E; Supplementary Figure S2G).

**FIGURE 2:**
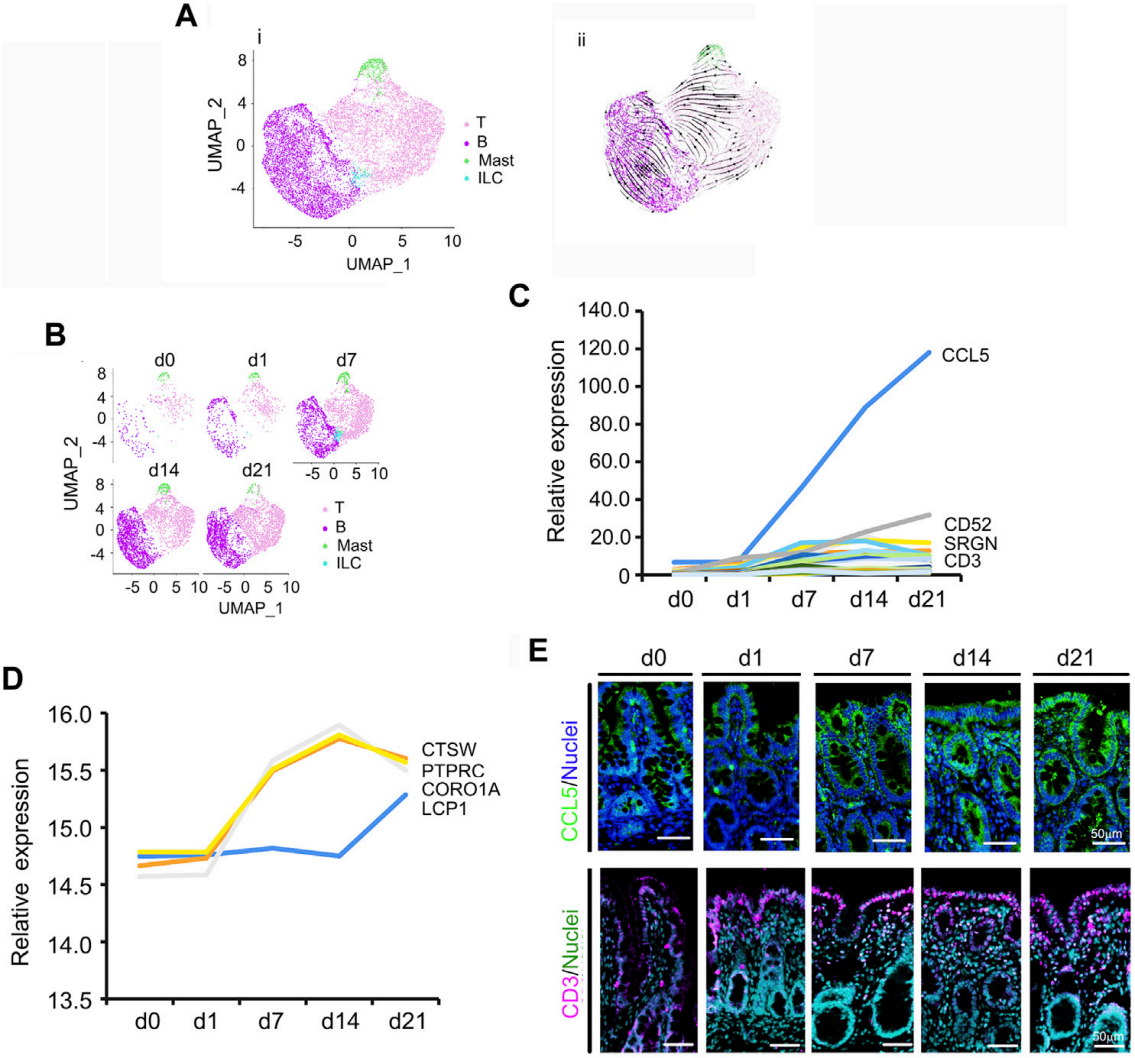
Increase in piglet cecal immune cells (Im) during the neonatal window. **(A)** Cell type clusters for Im for the cells together from the five time points by UMAP. (i) UMAP of Im single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on UMAP plot (The arrow indicated the developmental trend). **(B)** Im population changes during development (from d0 to d21). **(C)** Relative expression pattern of the top 50 specifically expressed genes in Im. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(D)** Relative protein levels of some of the top 50 specifically expressed genes from the proteomic analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(E)** The protein levels of CCL5 and CD3 in the different samples at different time points according to IHF. Scale bar: 50 μm.

### 3.3 Unique Maturation of CCs

Unlike the developmental potential of neonatal enterocytes in the ileum (Meng et al., 2021), neonatal ceca followed a unique pattern of development (Figures 3A,B; Supplementary Figures S3A–C; Supplementary Table S10). During the neonatal window, CCs grew and differentiated very quickly (Figures 1D,E; Figures 3A,B; Supplementary Figure S3A). Figure 3A showed the UMAP map for CCs for different cell types in whole while Figure 3B presented the UMAP maps for CCs at each time point with different cell types. There were 5 subclusters of CCs: CC1, CC2, CC3, CC4, and CC5 (Figures 3A,B; Supplementary Figure S3A). 

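For each CC subtype the 10 genes of highest fold in Table S10 were looked up in the clusters. CC1 markers such as MYH11, TAGLN and ACTA2 were carried by cluster 21, CC2 markers such as COL3A1, FN1 and LUM by clusters 10, 13, 20 and 27, and CC3 markers such as RGS5 and NOTCH3 by cluster 7. The CC4 markers, among them PECAM1, PROX1 and SOX18, were carried by clusters 12, 35 and 38, and the CC5 markers, among them GAL and STMN2, by cluster 32. Clusters 12, 32 and 35 carried no marker set of Fig. 1C, and cluster 38 carried the U2 set.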

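Shares of the single CC-set clusters moved in different ways between ages. Cluster 10 held 0.0197%, 0.106%, 1.66%, 10.3% and 3.89% of the cells at d0, d1, d7, d14 and d21. Cluster 13 held 10.7% (95% CI 10.2 to 11.2) at d1 and 0.155% at d14, and cluster 20 held 8.29% (95% CI 7.84 to 8.76) at d1 and 0.0247% at d14. Cluster 27 held 0.0495% at d1, 0.263% at d7 and 2.61% at d14. The 6 epithelial genes EPCAM, KRT8, KRT18, KRT19, CLDN7 and VIL1 summed to a level of 8.02 in the CC-set clusters and 92.2 in the goblet-set clusters.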

Overall, the proportion of CCs quickly decreased from d1 to d7, then increased at d14 and d21 (Figure 1E; Figure 3B). 

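Over the 5 libraries, the clusters with CC2 markers held 2517, 1654, 1191 and 580 cells (clusters 10, 13, 20 and 27). Cluster 21, with CC1 markers, held 1165, cluster 7, with CC3 markers, 2786, cluster 12, the largest with CC4 markers, 1898, and cluster 32, with CC5 markers, 378.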

The majority of CCs were grouped to the CC1 subcluster (Figures 3A,B). 

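Cluster 21, with the smooth muscle genes MYH11 and ACTA2 that mark CC1, held 0.0197% (95% CI 0.00407 to 0.0576), 1.13%, 0.253%, 4.83% (95% CI 4.51 to 5.18) and 1.15% of the cells at d0, d1, d7, d14 and d21. The clusters with CC2 markers held 0.618%, 19.1%, 2.14%, 13.1% and 4.75%. Cluster 7, with CC3 markers, held 0.112%, 7.35%, 0.0681%, 3.94% (95% CI 3.65 to 4.26) and 6.42% (95% CI 6.06 to 6.80) and rose from d14 to d21. The clusters with CC4 markers held 0.401%, 14.9%, 0.127%, 0.352% and 0.699%, nearly all at d1, and cluster 32, with CC5 markers, 0.118%, 1.36%, 0.0681%, 0.377% and 0.586%.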

The proportion of CC1 continued decreasing from d0 to d21, while the proportion of CC2, CC3, CC4, and CC5 increased from d0 to d1 and then decreased from d1 to d7; however, there was an increase from d7 to d14 followed by a decrease to d21, which presented a complicated development trend (Figure 3B). Gene enrichment analysis showed that the main functions of the marker genes in CC1 and CC2 were closely associated with enterocytes; while the main functions of the marker genes in CC3 and CC4 were closely associated with blood vessel formation; meanwhile, the main functions of the marker genes in CC5 were related to neuron development. 

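The clusters that carried each marker list differed in their leading genes. For CC1 and CC2 these were genes of the contractile apparatus (ACTG2, TAGLN, CNN1, MYLK) and of the extracellular matrix (FBLN1, COL14A1, DCN, MFAP4). For CC3, cluster 7 had PCP4, KCNJ8, GJC1 and EBF1, and scored highest for the pericyte or smooth muscle list with a mean log2 fold of 4.53. Cluster 12, the main one for CC4, scored highest for the endothelial list with 5.07, and cluster 32, for CC5, for the glia list with 3.92, beside the nerve cell gene STMN2.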

Owing to the wide function of these CCs, RNA velocity and unsupervised pseudotime analyses showed similar trends (Figure 3A; Supplementary Figure S3C).

**FIGURE 3:**
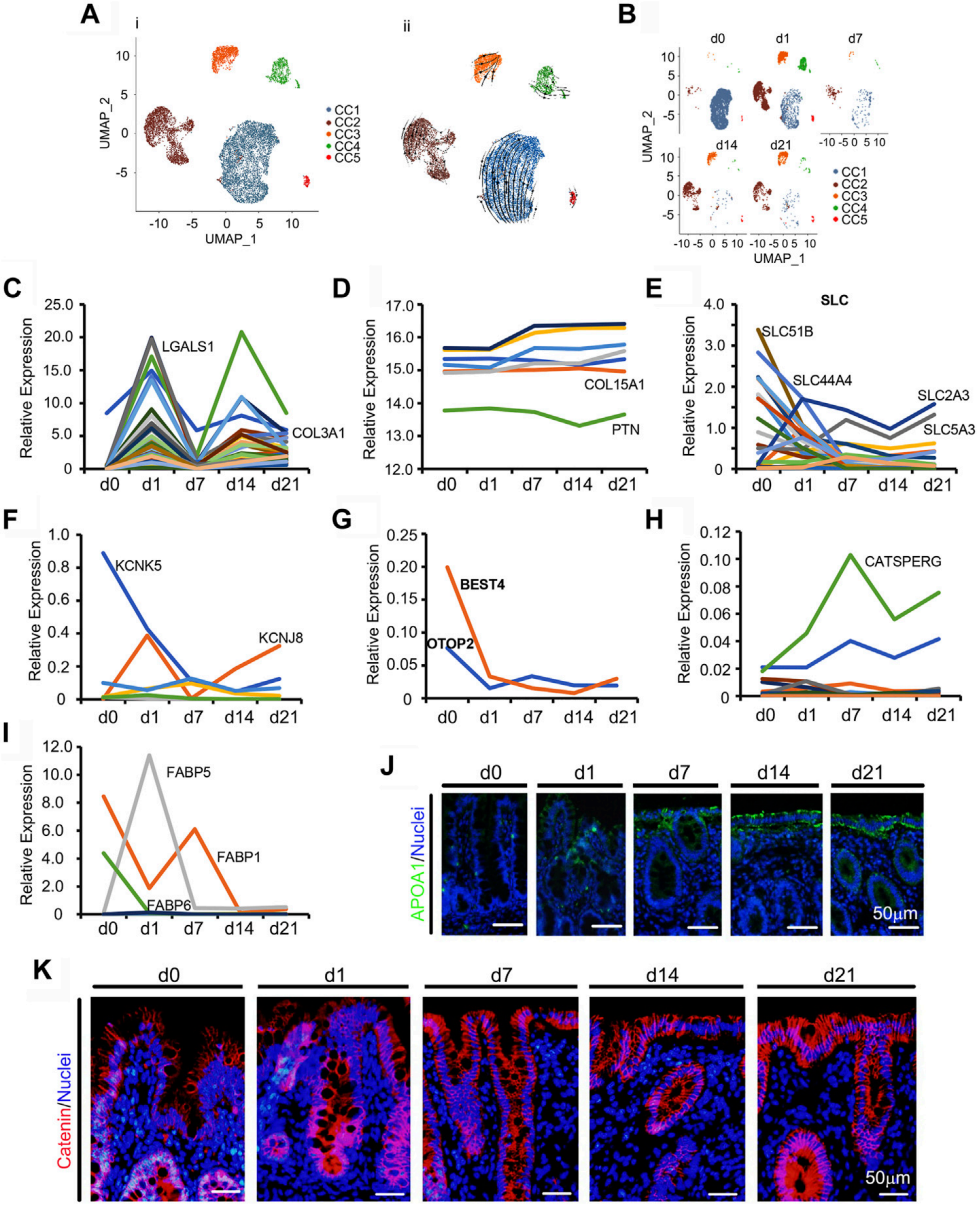
Differentiation of piglet cecal enterocytes (CC) during the neonatal window. **(A)** Cell type clusters for CC for the cells together from the five time points by UMAP: CC1 to CC5. (i) UMAP of CC single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on UMAP plots (The arrow indicated the developmental trend). **(B)** CC population changes during development (from d0 to d21). **(C)** The relative expression pattern of the top 50 specifically expressed genes in CC. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(D)** The relative protein levels of some of the top 50 specifically expressed genes from the proteomic analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(E)** The relative expression pattern of solute carrier family genes. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(F)** The relative expression pattern of potassium channel subfamily genes. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(G)** The relative expression pattern of BEST4 and OTOP2. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(H)** The relative expression pattern of cation channel family genes. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(I)** The relative expression pattern of fatty acid binding protein family genes. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(J)** Protein levels of APOA1 in the different samples at different time points according to IHF. Scale bar: 50 μm. **(K)** Protein levels of catenin in the different samples at different time points according to IHF. Scale bar: 50 μm.

To correlate gene expression patterns and cell population changes, the expression levels of the top 50 specifically expressed genes from CCs were analyzed. There were two expression peaks at d1 and d14 during neonatal development (Figure 3C). Furthermore, the protein levels of some of the 50 genes from the proteomics analysis showed a decreasing trend or very little change (Figure 3D). 

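All 50 genes of the CC list of Table S9 were in the matrices. A level at d1 above those at d0 and d7 was found for 47 genes, a level at d14 above those at d7 and d21 for 48, and both peaks for 45. The alternatives gave between 41, with cells of 200 to 2500 genes (chosen after the values were seen), and 45 genes with both peaks. Summed levels of the list were 20.7, 101, 28.0, 199 and 65.3 at d0, d1, d7, d14 and d21. With cells of 200 to 2500 genes the sum was higher at d1 (189) than at d14 (177), so which of the peaks is higher depends on the filter. Among the genes of Fig. 3C, the level of COL3A1 (NCBI gene 100152001, chromosome 15 from 93556914 to 93595678) was 0.191, 6.64, 0.983, 13.5 and 3.21 and that of LGALS1 (NCBI gene 414915, chromosome 5 from 10149069 to 10152514) 0.244, 6.80, 3.48, 12.9 and 4.80.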

The main function of the large intestine (cecum and colon) is to reabsorb water, other small molecules, and fermentation to produce organic acids and other compounds (Dabareiner and White, 1997; Peterson and Artis, 2014). 

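Of 354 solute carrier (SLC) genes, 141 had a mean level of at least 0.1 over the libraries. At d21 the level was lower than at d0 for 89 and higher for 52, while the mean over cells of each cell's own level gave 72 lower and 76 higher, so the direction of the family depends on the scaling. Summed SLC levels were 120.3, 95.8, 63.9, 59.0 and 55.7 at d0, d1, d7, d14 and d21. The level of SLC51B (NCBI gene 100525144, chromosome 1 from 163081145 to 163089491) was 9.43 at d0 and 0.0466 at d21, and that of SLC2A3 0.0548 and 0.995. Only 7 of 94 potassium channel genes passed a mean level of 0.1, with 4 lower at d21, but 2 of 6 lower by the mean over cells and with cells of 200 to 2500 genes. KCNK5 fell from 0.768 to 0.112, and KCNJ8 was at 0.00336 and 0.202. No gene of the proton channel group (OTOP and BEST) or of the cation channel family (CATSPER) reached a mean level of 0.1 over the libraries, though BEST4 was at 0.105 at d0. Their summed levels were 0.187, 0.0940, 0.138, 0.0919 and 0.0808 and 0.0508, 0.0717, 0.0793, 0.0820 and 0.0775 at the 5 ages. In the fatty acid binding protein family, FABP1 was at 22.2, 5.68, 30.2, 0.339 and 0.498, FABP5 at 0.148, 9.28, 0.869, 0.942 and 0.700 and FABP6 at 3.90, 0.169, 0.0192, 0.0111 and 0.0121. The peak of FABP1 at d7 depends on the filter and the scaling. Its level at d0 and d7 was 19.8 and 3.66 with cells of 200 to 2500 genes, chosen after the values had been seen, and 15.7 and 7.84 by the mean over cells.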

Gene expressions of the solute carrier family (Figure 3E), potassium channel subfamily (Figure 3F), proton channel family (Figure 3G), cation channel family (Figure 3H), and fatty acid binding protein family showed unique trends (Figure 3I) that correlated to CCs functions. The protein levels of ferritin (*FTH1*), the major intracellular iron storage protein, increased with neonatal cecal development (Supplementary Figures S3D,E). Another enterocyte protein, intestinal *FABP*, was expressed in piglet ceca at low levels (Supplementary Figures S3D, **F)** (Peterson and Artis, 2014). Levels of the absorption protein *APOA1* increased along with cecal maturation (Figure 3J; Supplementary Figure S3G). At the same time the cell junction protein catenin was more condensed at d7–d21 than that at d0–d3, which indicated that the cecum maturated with time (Figure 3K; Supplementary Figure S3H).

### 3.4 Developmental Trends of Secretory Cells

There are 4 major types of secretory cells in the small intestine mucosal epithelium: goblet, Paneth, tuft, and EECs. It has previously been reported that there are no Paneth cells in the large intestine (Parikh et al., 2019); however, there are Paneth like cells (PLCs) in the colon (Parikh et al., 2019). Similarly, we found PLCs, goblet, and EECs (no tuft cells) in the cecum of piglets in the current study (Figures 1B–E); these cells showed a different developmental trend (Figure 1E).

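Cluster 18, with 1246 cells, carried the EEC marker set through SOX4, SH2D7, KRT18 and TRPM5, and all 7 genes of a general tuft cell list (POU2F3, TRPM5, SH2D6, SH2D7, AVIL, ALOX5AP and GNG13) were higher there than in the other cells. TRPM5 and SH2D7 belong to both lists. With each cell thinned to 1000 UMIs, 26.9% (95% CI 23.5 to 30.5) of the remaining 632 cells had a UMI of TRPM5 and 11.1% (95% CI 8.74 to 13.8) a UMI of POU2F3. Without thinning these were 47.5% and 17.4%. In Im-set cells the thinned shares were 0.0420% (95% CI 0.0154 to 0.0914) and 0.0140% (95% CI 0.00170 to 0.0506). Among cells deep enough to be thinned, the median depth before thinning was 1858 UMIs in cluster 18 and 3143 in Im-set cells. Over all their cells it was 1013.5 and 2837, and 614 cells of cluster 18 were too shallow to be thinned. Its cells had 33.8% of their counts on mitochondrially encoded genes.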

In the small intestine, goblet cells synthesize and secrete mucus (Birchenough et al., 2015), which assists with the elimination of gut content and also immune defense (Kim and Ho, 2010). 

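Among the marker sets, the goblet set held the most cells of the d0 library, 2097 in number, before the EEC set with 828 and the Im set with 612. Clusters 1 and 4, without a set, held 6240 and 3379 cells.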

In the current study, cecal goblet cells were the second most prolific at d0 (Figure 1E; Supplementary Figure S1B). Specifically, there were 6 subclusters of goblet cells (Goblet 1, Goblet 2, Goblet 3, Goblet 4, Goblet 5, and Goblet 6; Figures 4A,B; Supplementary Figure S4A–C; Supplementary Table S11). 

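Of the 10 marker genes per goblet subtype in Table S11, those of Goblet 2, among them OLFM4 and SPINK1, were carried by cluster 14, and those of Goblet 4, among them TFF3, MUC2, AGR2 and SPINK4, by cluster 19. Goblet 5 markers such as PYY, SST and CHGA were carried by cluster 33, and Goblet 6 markers such as GNG13 and LTC4S by cluster 18. Both of these clusters carried the EEC set of Fig. 1C. No cluster carried the markers of Goblet 1 or Goblet 3.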

Figure 4A showed the UMAP map for goblet cells for different cell types in whole while Figure 4B presented the UMAP maps for goblet cells at each time point with different cell types. 

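Goblet-set cells lay mainly in cluster 6, with 3307 cells, led by OVOL1, GPX2 and KRT19 and scoring highest for the epithelial list. Cluster 14 held 1631 cells, cluster 19 1239 and cluster 36 268. In cluster 36 the median was 22786 UMIs per cell, 9.17 times that of its libraries. Doublets were not removed.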

Goblet 1 had the most cells while Goblet 4, Goblet 5, and Goblet 6 contained only a small proportion of cells. Goblet 2 acted as progenitor cells as demonstrated by the RNA velocity and pseudotime analysis (Figure 4A; Supplementary Figure S4C). 

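Cluster 14, with OLFM4 and SPINK1, held 0.223% (95% CI 0.155 to 0.312), 0.658%, 2.36%, 1.40% and 6.13% (95% CI 5.78 to 6.51) of the cells at d0, d1, d7, d14 and d21. Cluster 6 held 10.4%, 12.1%, 0.136%, 0% and 0.0296%, and cluster 19, with the mucus genes MUC2 and CLCA1, 2.86%, 5.03%, 0.350%, 0.198% and 0.142%. At d21 most goblet-set cells were therefore in cluster 14.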

Although the total proportion of goblet cells continuously declined (Figure 1E; Figure 4B), those of Goblet 2 cells initially decreased and then increased at d21 (Figure 4B). The top 50 specifically expressed goblet cell genes followed the same trend as the proportion of goblet cells, decreasing during d0–d21; this was especially relevant to *COX2*, which was most highly expressed in goblet cells (Figure 4C). Furthermore, the protein levels of some of these 50 genes followed the same trend as gene expression in goblet cells (Figure 4D) in the proteomics analysis. 

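In the goblet list of Table S9, 43 of 50 genes had a lower level at d21 than at d0, with a median log2 change of -1.90. The level was highest at d0 for 27 and at d1 for 14 of them. Summed levels were 473, 362, 278, 76.1 and 104 at d0, d1, d7, d14 and d21, but at d7 60.0 with cells of 200 to 2500 genes (chosen after the values were seen) and 88.0 by the mean over cells. COX2 (NCBI gene 808504, chromosome MT from 8203 to 8890), a mitochondrially encoded gene, had levels of 543, 259, 242, 138 and 205. Age by age, the level was 359, 209.9, 257, 124 and 169.8 in goblet-set, 898, 365, 386, 117 and 179 in EEC-set, 268, 227, 351, 162 and 176 in CC-set, 304, 265, 262, 142 and 226 in PLC-set and 272, 172, 168, 132 and 182 in Im-set clusters. The goblet set was above the CC and PLC sets at d0 alone and above the EEC set at d14 alone.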

At the same time, the goblet markers *MUC13*, and *TFF3* were also present in goblet cells (Figure 4E; Supplementary Figures S4D–F).

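MUC13 (NCBI gene 100125829, chromosome 13 from 135416709 to 135446337) had levels of 4.64, 5.00, 0.961, 1.13 and 1.54 at d0, d1, d7, d14 and d21 in goblet-set clusters, 3.26, 3.29, 1.12, 1.47 and 1.03 in EEC-set clusters and 8.34, 5.88, 0.106, 0.00951 and 0.140 in clusters without a set, which include the absorptive cluster 4. TFF3 (NCBI gene 100627480, chromosome 13 from 205641038 to 205644333) was at 46.4, 45.1, 8.55, 11.7 and 3.89, 1.66, 4.33, 8.44, 8.24 and 3.28 and 0.716, 1.86, 0.426, 0.202 and 1.38 in these, and is one of the genes that define cluster 19. Over all cells, the level of MUC13 was 7.07, 4.51, 0.306, 0.0939 and 0.274 and that of TFF3 12.7, 22.0, 2.65, 0.994 and 1.31 at d0, d1, d7, d14 and d21.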

**FIGURE 4:**
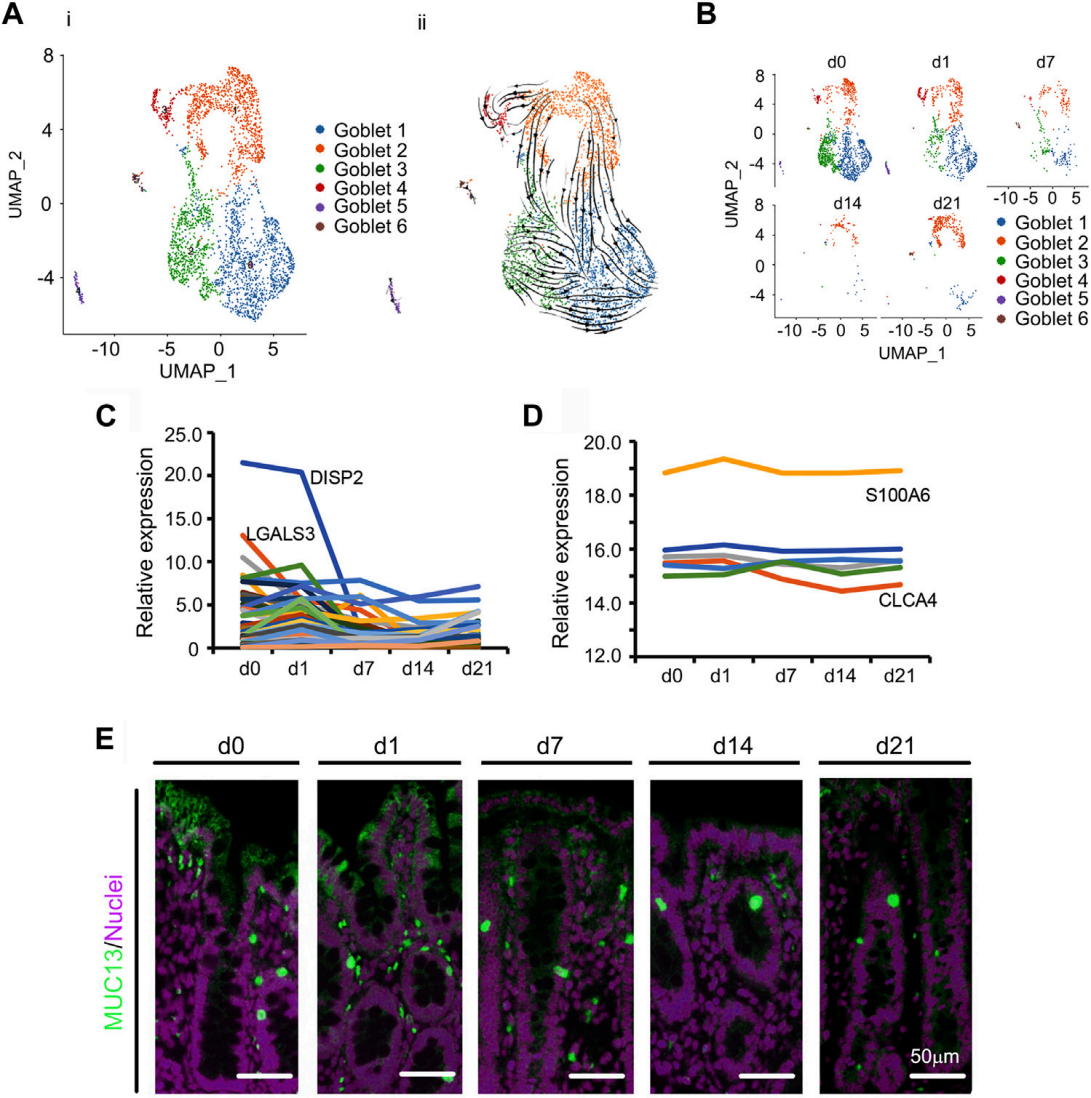
Decrease in goblet cells of piglet cecum during the neonatal window. **(A)** Cell type clusters for goblet cells for the cells together from the five time points by UMAP. (i) UMAP of goblet single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on UMAP plot (The arrow indicated the developmental trend). **(B)** Decrease in goblet cell population during development (from d0 to d21). **(C)** The relative expression pattern of the top 50 specifically expressed genes in goblet cells. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(D)** The relative protein levels of some of the top 50 specifically expressed genes from the proteomics analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(E)** Protein levels of MUC13 in different samples at different time points according to IHF. Scale bar: 50 μm.

PLCs, are highly specialized cells with intensive secretory activity that are located at the base of crypts within the small intestine; their ability to produce copious secretions is owing to their extensive endoplasmic reticulum and Golgi structures (Bevins and Salzman, 2011; Clevers and Bevins, 2013). Also, within the small intestine, Paneth cells perform important antimicrobial functions as their large granules have the ability to release antimicrobial molecules including peptides (Bevins and Salzman, 2011; Clevers and Bevins, 2013). 

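Marker genes of PLC1 in Table S12, such as S100A9, S100A12, IL1B and FCN1, were carried by clusters 3 and 25, and those of PLC3, such as CST3, IL4I1 and genes of the major histocompatibility complex, by clusters 9, 31 and 34. No cluster carried the PLC2 markers. The 14 genes of the myeloid list were all higher in cluster 3 than in the other cells. Clusters 9, 31 and 34 did not carry the PLC set of Fig. 1C. Cluster 9 scored highest for the dendritic list, and clusters 31 and 34 were led by C1QA and C1QB. The epithelial genes summed to 1.31 counts per 10000 in PLC-set clusters, a ratio of 0.0142 to the goblet-set clusters.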

In the current study, there were 3 subclusters of PLCs with different marker genes (PLC1, PLC2, and PLC3; Figures 5A–E; Supplementary Table S12). Figure 5A showed the UMAP map for PLCs for different cell types in whole while Figure 5D presented the UMAP maps for PLCs at each time point with different cell types. The majority of PLC were in subcluster PLC1. 

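Clusters 3 and 25, with PLC1 markers, held 4549 and 619 cells. Clusters 9, 31 and 34, with PLC3 markers, held 2601, 458 and 325. Cluster 24, which carried the PLC set but no subtype, held 734 cells.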

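Cluster 3, led by FCN1 and LYZ, held 0.486%, 1.31%, 15.5% (95% CI 14.8 to 16.2), 13.2% (95% CI 12.7 to 13.7) and 3.33% of the cells at d0, d1, d7, d14 and d21. Cluster 24, led by MARCO, held 0.0197%, 0.134%, 0.691%, 2.92% and 1.00%, and cluster 25, led by SDS and S100A9 and with a median of only 714 UMIs per cell, 0.105%, 0.806%, 2.53%, 1.13% and 0.278%. The clusters with PLC3 markers, outside the PLC set, held 1.21%, 4.53%, 4.12%, 9.77% (95% CI 9.32 to 10.2) and 3.29%.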

Overall, the proportion of PLCs gradually increased from d0 to d7, then reduced at d4 and d21 (Figure 5D). 

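In the PLC list of Table S9, 37 of 50 genes had a level at d7 above those at d0 and d21. The level was highest at d14 for 34 and at d7 for 10 genes, and the summed levels were 142, 135, 185, 356 and 136 at d0, d1, d7, d14 and d21. REG4 (NCBI gene 100154580, chromosome 4 from 101337295 to 101354550) had levels of 1.21, 1.12, 2.12, 0.755 and 0.515, HSPA6 (NCBI gene 396906, chromosome 4 from 88970592 to 88973109) of 1.32, 0.790, 10.7, 18.6 and 14.5 and CD74 (NCBI gene 396660, chromosome 2 from 151402210 to 151409924) of 1.96, 7.56, 20.6, 51.3 and 15.7. For REG4 the age of the highest level changed with cells of 200 to 2500 genes (chosen after the values were seen) and by the mean over cells. In PLC-set clusters the level of REG4 was 0.0590 (95% CI 0.0496 to 0.0697), against 4.24 (95% CI 4.20 to 4.28) in goblet-set clusters, where it is among the leading genes of cluster 19. HSPA6 was at 0.325, 0.562, 40.2, 42.1 and 41.6 in PLC-set and 0.706, 0.479, 5.60, 22.4 and 14.7 in Im-set clusters at the 5 ages, and CD74 at 65.2, 42.5, 37.9, 87.4 and 51.6 in PLC-set clusters and 2.22, 19.7, 46.2, 142 and 65.1 in clusters without a set, which were higher from d7 on.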

The expression levels of the top 50 specifically expressed genes in PLCs followed cell proportion trends, especially for Reg4, HSPA6 and CD74 (Figure 5F). Protein levels of the PLCs marker *LYZ* (Sasaki et al., 2016; Haber et al., 2017) followed the trend of its gene expression pattern, which confirmed the scRNA-seq data (Figure 5G; Supplementary Figure S5A).

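LYZ (NCBI gene 100157211, chromosome 5 from 33612593 to 33618953) had 471 counts at d0 and 27737 at d14. Its level was 0.0565 (95% CI 0.0515 to 0.0618), 0.253, 2.55, 3.02 (95% CI 2.98 to 3.06) and 1.01 at d0, d1, d7, d14 and d21. The age of its highest level changed with cells of 200 to 2500 genes (chosen after the values were seen) and by the mean over cells. As a gene of the PLC marker set it is not compared between sets.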

**FIGURE 5:**
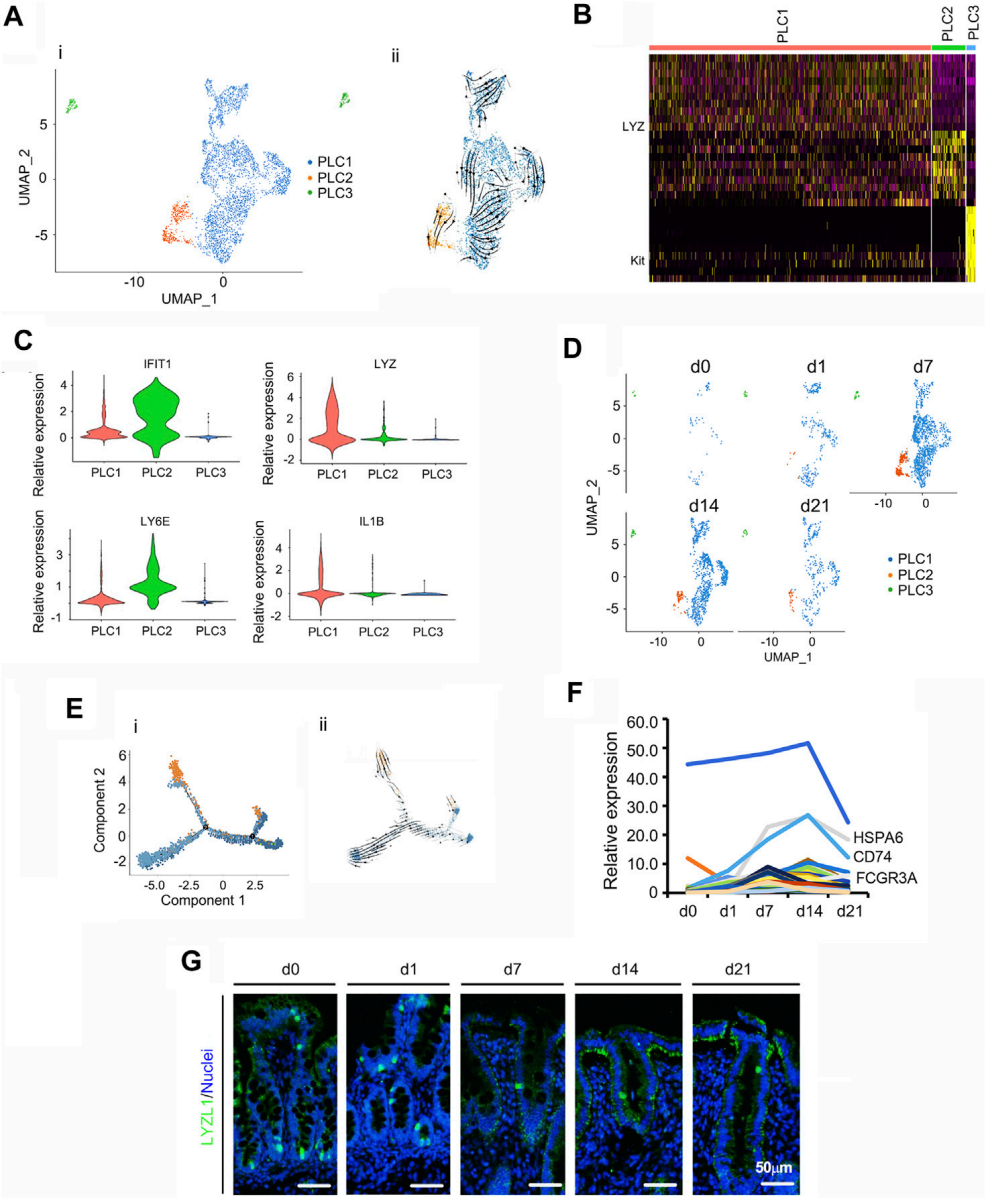
Summary of scRNA-seq data for Paneth like cells (PLCs). **(A)** Cell type clusters for PLCs for the cells together from the five time points by UMAP. (i) UMAP of PLCs single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on UMAP plot (The arrow indicated the developmental trend). **(B)** The heatmap of the top 25 marker genes in each cluster of PLCs. **(C)** Expression pattern of marker genes in different clusters of PLCs. **(D)** Decrease in PLCs population during development (from d0 to d21). **(E)** Trajectory reconstruction of PLCs based on cell clusters following pseudotime analysis. (i). Monocle plot. (ii). RNA velocity vector projection on a monocle plot (The arrow indicated the developmental trend). **(F)** The relative expression pattern of the top 50 specifically expressed genes in PLC. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(G)** Protein levels of LYZL1 in the different samples at different time points according to IHF. Scale bar: 50 μm.

Intestinal EECs are known to be key sensory cells (Furness et al., 2013; Gribble and Reimann, 2016) that secrete various hormones and play important roles in nutrient and microbial metabolism (Haber et al., 2017; Worthington et al., 2018). In the small intestine, EECs are members of many overlapping sub-clusters (Habib et al., 2013; Gribble and Reimann, 2016). Cells expressing Sct, Cck, Gcg, or GIP are commonly, and respectively, called S, I, L, and K cells (Haber et al., 2017). 

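The 10 genes of highest fold for each EEC subtype in Table S13 were looked up. EEC1 markers such as RUNX3, IKZF2 and CD96 were carried by clusters 0 and 5, EEC2 markers such as FOS, JUN and FCGR3A by cluster 3, and EEC3 markers such as GNLY, TBX21 and KLF2 by cluster 15. None of these carried the EEC set of Fig. 1C, which was found in clusters 18 and 33. These subtypes were therefore not counted as EECs here.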

In the current investigation, EEC in the neonatal piglet cecal epithelium were classed into 3 subclusters (Figures 6A–E; Supplementary Table S13). Figure 6A showed the UMAP map for EECs for different cell types in whole while Figure 6D presented the UMAP maps for EECs at each time point with different cell types. The proportion of EECs continued to fall from d0 to d21 (Figure 6D) and the expression levels of the top 50 specifically expressed genes in EEC followed the same trend (Figure 6F). 

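Cluster 18, with tuft genes, held 4.44% (95% CI 4.12 to 4.78), 2.41%, 1.22%, 0.0742% (95% CI 0.0383 to 0.130) and 0.545% (95% CI 0.439 to 0.668) of the cells at d0, d1, d7, d14 and d21, and cluster 33, with the hormone genes PYY and SST, 0.999% (95% CI 0.847 to 1.17), 1.26% (95% CI 1.08 to 1.46), 0.185%, 0.0680% and 0.0947% (95% CI 0.0541 to 0.154). In the EEC list of Table S9, 37 of 50 genes were lower at d21 than at d0, and 28 with only cells under 20% mitochondrial counts. The level fell at every step for 1 gene. Summed levels were 424, 230.3, 167, 93.8 and 113, with 243 at d0 for cells under 20% mitochondrial counts, and without the 2 mitochondrially encoded genes of the list (CYTB and ND4) 91.5, 78.2, 52.5, 22.3 and 34.8.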

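CHGA (NCBI gene 397540, chromosome 7 from 114345542 to 114357799) had levels of 0.491 (95% CI 0.476 to 0.507), 0.523 (95% CI 0.508 to 0.539), 0.0968 (95% CI 0.0882 to 0.106), 0.0588 (95% CI 0.0539 to 0.0640) and 0.0534 (95% CI 0.0481 to 0.0591) counts per 10000 at d0, d1, d7, d14 and d21, and was among the genes that define cluster 33.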

Protein levels of *CHGA* (the marker gene of EECs) followed its gene expression pattern, which confirmed the scRNA-seq data (Figure 6G; Supplementary Figure S5B).

**FIGURE 6:**
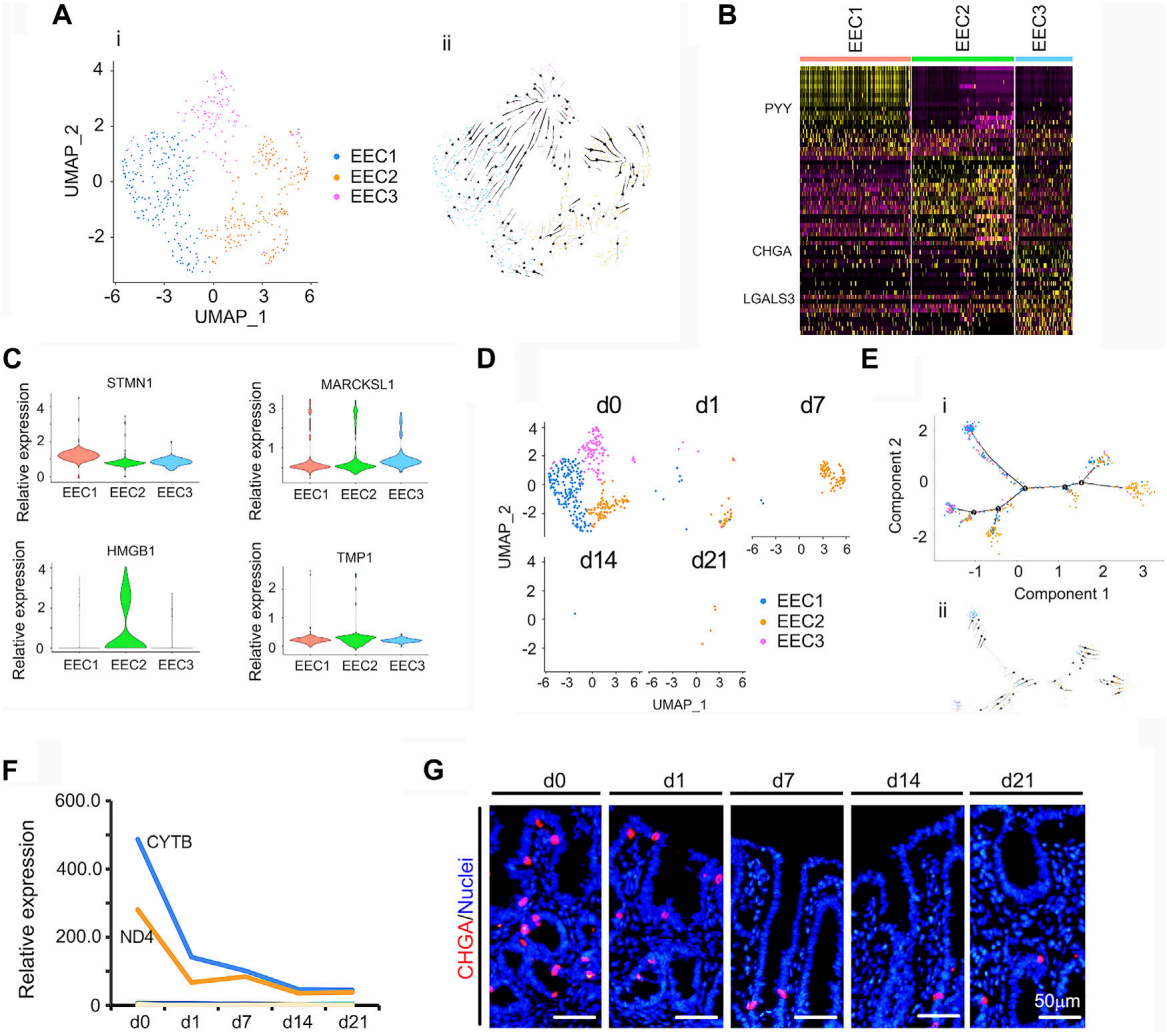
Summary of scRNA-seq data for EECs. **(A)** Cell type clusters for EECs for the cells together from the five time points by UMAP. (i) UMAP of EECs single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on UMAP plots (The arrow indicated the developmental trend). **(B)** Heatmap of the top 25 marker genes in each cluster of EECs. **(C)** Expression pattern of marker genes in different EECs clusters. **(D)** EECs population decrease during development (from d0 to d21). **(E)** EECs trajectory reconstruction based on cell clusters following pseudotime analysis. (i) Monocle plot. (ii) RNA velocity vector projection on a monocle plot (The arrow indicated the developmental trend). **(F)** The relative expression pattern of the top 50 specifically expressed genes in EECs. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(G)** Protein levels of CHGA in different samples at different time points according to IHF. Scale bar: 50 μm.

### 3.5 Regulation of Cecal Cell Maturation

Intestinal cell renewal is orchestrated by intestinal stem cells (SCs) through their production of highly proliferative progenitor cells (Figures 7A–F; Supplementary Table S14); these cells form an undifferentiated cell pool with the potential to develop into all types of mature cecal cells: CCs, PLCs, goblet, Ims, and EECs (Williams et al., 2001; Labib et al., 2004; Peterson and Artis, 2014). Figure 7A showed the UMAP map for undifferentiated cells (U1/U2) for different cell types in whole while Figure 7D presented the UMAP maps for U1/U2 at each time point with different cell types. During neonatal development, these cecal undifferentiated cells underwent specific increases from 0.69 to 11.79% during d0–d21 (Figure 1E; Figure 7D). 

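Cluster 8, with proliferation genes, held 0.0657% (95% CI 0.0315 to 0.121), 0.205%, 4.87%, 4.93% and 8.58% (95% CI 8.16 to 9.01) of the cells at d0, d1, d7, d14 and d21. Cluster 16, with B cell genes, held 0.315%, 1.02%, 9.21% (95% CI 8.66 to 9.79), 2.07% and 0.734% (95% CI 0.611 to 0.875), and was largest at d7. Cluster 26, with plasma cell genes, held 0.0389% at d7, 2.27% (95% CI 2.04 to 2.51) at d14 and 1.29% (95% CI 1.13 to 1.47) at d21, and cluster 38, with endothelial genes, 1.16% at d1.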

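Markers of the subtype named SC in Table S14, among them TOP2A, MKI67 and CENPE, were carried by clusters 5 and 8, with 0.184%, 0.247%, 12.1%, 7.35% and 21.4% of the cells at d0, d1, d7, d14 and d21. Cluster 5, left without a name for its low UMI counts, gave 12.8% of the cells at d21 and cluster 8 the rest of this share. IPC markers such as CD74, MS4A1 and CD79B were carried by clusters 3, 9 and 16, with 1.47%, 3.71%, 28.7%, 23.7% and 7.25%. The third list, EPC in the table, holds JCHAIN, MZB1 and FKBP11 and was carried by cluster 26. The general list of stem cell genes (LGR5, ASCL2, SMOC2 and RGMB) was the highest list of cluster 14, which carried the goblet set.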

There were 3 subclusters of undifferentiated cells: stem cells (SCs) expressed stem cell markers; immune progenitor cells (IPCs) expressed proliferation markers and immune markers; and cecum enterocyte progenitor cells (CPCs) expressed proliferation markers and enterocyte markers (Figure 7B).

**FIGURE 7:**
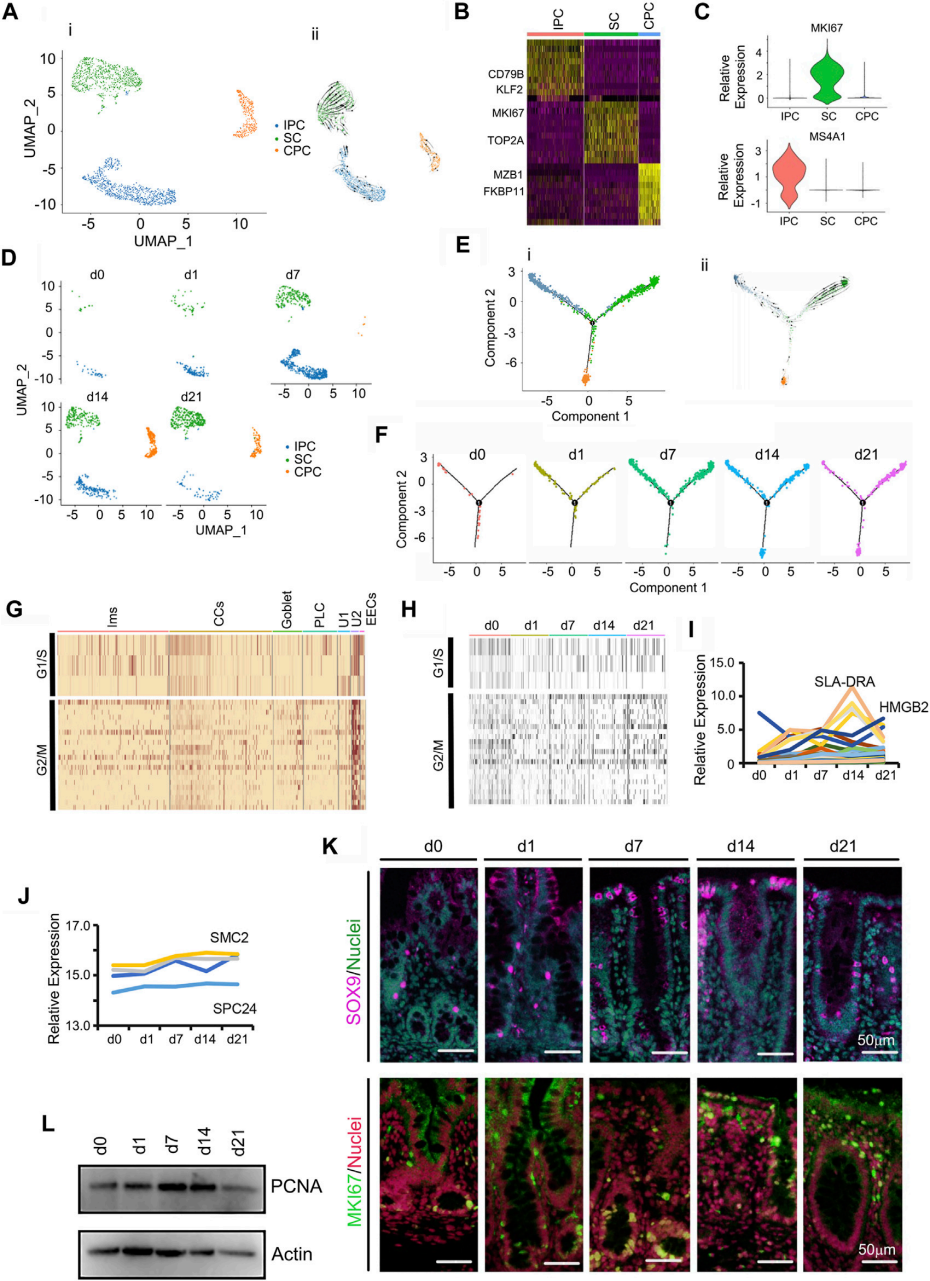
Increase in piglet cecum undifferentiated cells (U1/U2) during the neonatal window. **(A)** Cell type clusters for U1/U2 for the cells together from the five time points by UMAP. (i) UMAP of undifferentiated single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on UMAP plots. **(B)** Heatmap of the top 25 marker genes in each cluster of U1/U2. **(C)** Expression pattern of marker genes in different clusters of U1/U2. **(D)** U1/U2 population changes during development (from d0 to d21). **(E)** Trajectory reconstruction of U1/U2 based on cell clusters according to pseudotime analysis. (i). Monocle plot. (ii). RNA velocity vector projection on a monocle plot (The arrow indicated the developmental trend). **(F)** Monocle images for different samples at 5 time points. **(G)** Heatmap of cluster genes for the cell cycle in different clusters of cells. **(H)** Heatmap of cluster genes for the cell cycle in samples at different time points. **(I)** The relative expression pattern of the top 50 specifically expressed genes in U1/U2. The gene level was based on the expression of each gene in all the cell, and it is relative level from scRNA-seq analysis. The Y-axis presents the relative expression, and X-axis shows the time points. **(J)** The relative protein levels of some of the top 50 specifically expressed genes from the proteomic analysis. **(K)** Protein levels of SOX9 and Ki67 in different samples at different time points according to IHF. Scale bar: 50 μm. **(L)** Protein levels of PCNA in different samples at different time points according to WB.

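The summed level of 97 S and G2/M phase genes was 147 (95% CI 146 to 147) counts per 10000 in U1- and U2-set clusters, against 36.5 (95% CI 36.3 to 36.7) in CC-set, 37.0 (95% CI 36.9 to 37.1) in goblet-set, 28.3 (95% CI 28.1 to 28.5) in PLC-set and 39.7 (95% CI 39.1 to 40.3) in EEC-set clusters. In cluster 8 it was 188 (95% CI 188 to 189) and in cluster 26, of the U1 set, 27.1 (95% CI 26.7 to 27.6). The U2 markers HMGB2, MKI67, CENPF and TOP2A are among these genes. Over all cells the sum was 15.8, 26.7, 61.3, 55.9 and 76.8 at d0, d1, d7, d14 and d21, and without cluster 8 it was 15.7, 26.4, 48.6, 42.2 and 52.1. Within the U2-set clusters it was 91.0 (95% CI 86.3 to 95.8), 97.9, 142, 174 and 180.3 (95% CI 179.6 to 181). The make-up of these cells differed between the ages. At d0, 10 of 59 U2-set cells were in cluster 8 and 48 in cluster 16, and at d21 1449 of 1576 were in cluster 8. In cluster 8 alone the sum was 213 (95% CI 200.1 to 227), 148, 180.4, 197 and 186 (95% CI 185 to 186). With S genes alone, the log2 ratio within U2-set clusters for d21 over d0 changed from 0.99 to 0.81.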

Expression of genes involved in cell cycle regulation was higher in undifferentiated cells in comparison with CCs or secretory cells (Figure 7G), and was unchanged from d0 to d21 (Figure 7H). To determine correlation of gene expression pattern and cell population, the expression levels of the top 50 differentially expressed genes from these undifferentiated cells were determined. 

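All 47 genes of the undifferentiated list of Table S9 found in the matrices had a higher level at d14 than at d0. The level rose at every step from d0 to d14 for 8 of them. With the barcodes with the most UMIs this number was 18. Levels were highest at d21 for 29 genes, and the summed levels were 17.4, 42.0, 90.9, 136 and 101 at d0, d1, d7, d14 and d21.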

The expression of most of these 50 genes gradually increased from d0 to d14 (Figure 7I), which matched the increase in proportion of the undifferentiated cells. Moreover, the protein levels from proteomics data showed a similar trend to that of gene expression (Figure 7J). The proportion of stem cell marker *SOX9* (Verdile et al., 2019) increased at d7-d21 (Figure 7K; Supplementary Figure S5C). Similarly, the proportion of cell proliferation marker *Ki67* positive cells increased at d7-d21 (Figure 7K; Supplementary Figure S5D). Concurrently, *PCNA* protein levels increased from d1 to d14 using WB analysis, which confirmed the proteomics data and scRNA-seq data (Figure 7L; Supplementary Figure S5E).

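PCNA (NCBI gene 692192, chromosome 17 from 14137746 to 14142584) had 2060 counts at d0 and 10684 at d21, with levels of 0.247 (95% CI 0.236 to 0.258), 0.474, 1.20 (95% CI 1.17 to 1.23), 1.22 (95% CI 1.20 to 1.24) and 1.54 (95% CI 1.51 to 1.57) at d0, d1, d7, d14 and d21. The difference between d7 and d14 was within counting error.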

Gene regulatory network [GRNs; transcriptional factors (TFs)] (Aibar et al., 2017) analysis of the various types of cecal epithelia exposed several master regulators within each cell population (Figure 8A; Supplementary Table S15). Notably, the binary regulon activity heatmap indicated that CC, and Im had a predominantly high expression of regulons while the secretory cell clusters had relatively low regulon expression (Figure 8A). There was also some overlapping of regulon activity for different cluster of cells. 

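The RNA of the transcription factor genes named for Fig. 8B changed as follows between the libraries. ZBTB1 (NCBI gene 100737620, chromosome 7 from 88575563 to 88602726) had a level of 0.158 (95% CI 0.150 to 0.167) at d0 and 0.588 (95% CI 0.570 to 0.606) at d21, and was highest in Im-set clusters at 0.706. E2F8 (NCBI gene 100522785, chromosome 2 from 40178182 to 40194932) had 0.00839 (95% CI 0.00654 to 0.0106) at d0 and 0.260 (95% CI 0.248 to 0.273) at d21, with 0.705 in U2-set clusters. POU2AF1 (NCBI gene 100512063, chromosome 9 from 39121422 to 39144636) went from 0.00600 (95% CI 0.00445 to 0.00790) at d0 to 0.416 (95% CI 0.398 to 0.434) at d7 and 0.114 (95% CI 0.106 to 0.122) at d21, and was highest in the U1-set cluster 26 at 3.23, which had cells at d14 and d21 almost alone. FOXO3 (NCBI gene 733621, chromosome 1 from 74626673 to 74760323), the gene of FOXO3a, fell from 0.810 (95% CI 0.791 to 0.829) to 0.498 (95% CI 0.481 to 0.515). RAB18 (NCBI gene 100620478, chromosome 10 from 38970381 to 39004975) had 0.506 (95% CI 0.491 to 0.521) at d0 and 0.539 (95% CI 0.522 to 0.557) at d21, and its direction changed under several alternative filters.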

TF protein levels confirmed their gene expression (Figure 8B; Supplementary Figure S5F–H; Supplementary Figure S6), including *ZBTB1*, *RAB18*, *E2F8*, *Pou2AF1*, and *FOX O 3a*.

**FIGURE 8:**
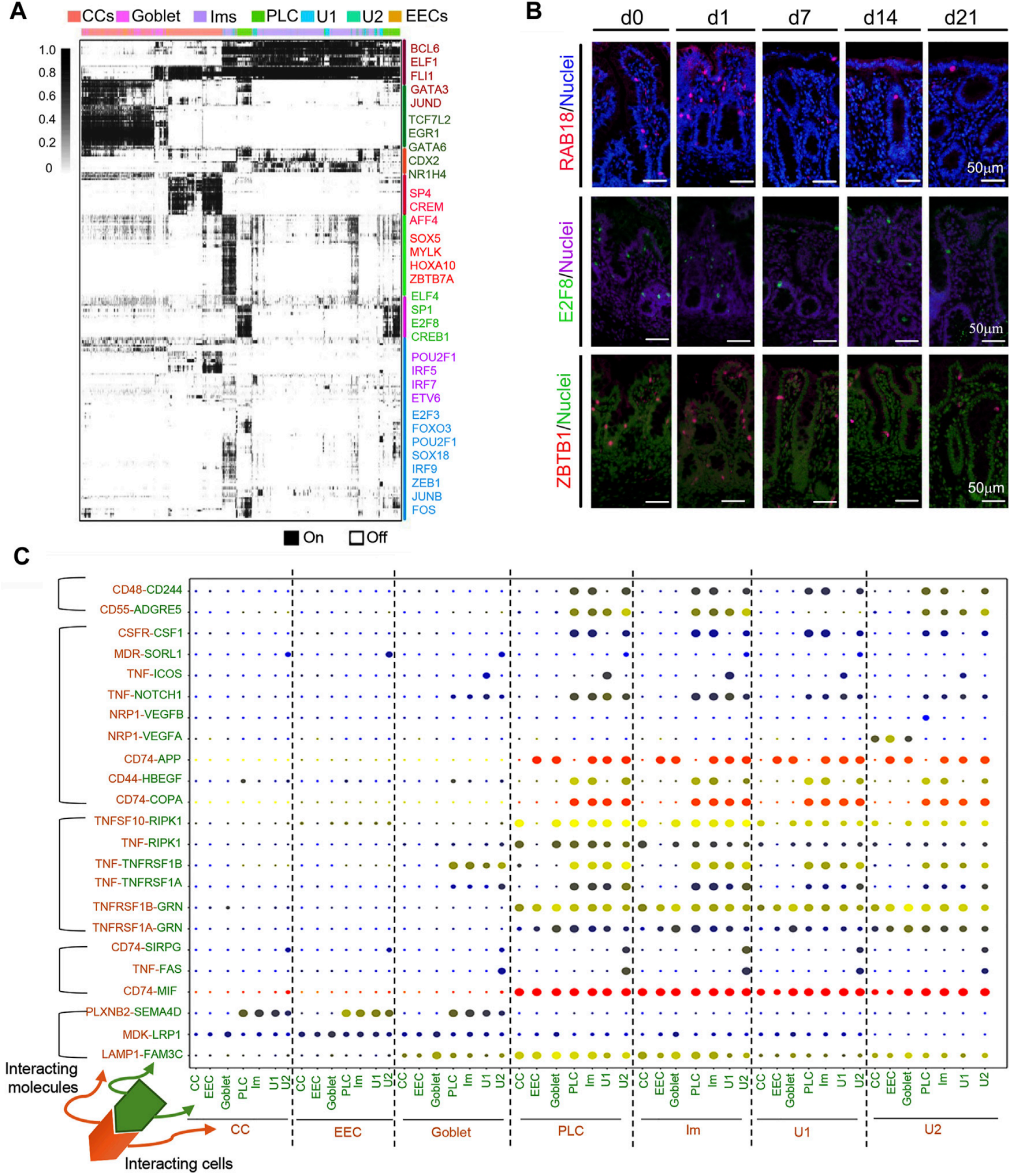
Multiple regulatory networks in cecal cells in the neonatal window. **(A)** SCENIC binary regulon activity heatmap depicting different clusters of cecal epithelium cell enriched regulons. Columns contain single cells while the rows indicate regulons. “On” = active; “Off” = inactive. **(B)** IHF images of TFs between d0 and d21. Scale bar: 50 μm. **(C)** Overview of selected ligand-receptor interactions; *p*-values are indicated by circle size; the scale is on the right (for permutation test, see Methods). Means of average expression levels of interacting molecule 1 (cluster 1) and interacting molecule 2 (cluster 2) are indicated by color. Assays were performed at the mRNA level, but here they are extrapolated to protein interactions.

Cell-cell communication takes place through ligand-receptor complexes; such coordination is important for multiple biological activities, including development, and differentiation (Vento-Tormo et al., 2018; Efremova et al., 2020). CellPhoneDB analysis (www.CellPhoneDB.org), based on ligand-receptor interacting pairs, was used in the exploration of cellular interaction at the cecal cell interface (Figure 8C; Supplementary Table S16). 

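CellPhoneDB was not run here. The levels of the 31 ligand and receptor genes shown in Fig. 8C were summed instead over the clusters of each marker set. The sum was 117 in PLC-set, 42.1 in CC-set, 38.4 in U2-set, 34.1 in Im-set, 24.9 in EEC-set, 24.3 in goblet-set and 22.2 in U1-set clusters. Without CD74 it was 46.9, 34.1, 23.1, 25.7, 23.9, 23.6 and 15.0 in the same order. Among the marker sets, the PLC set had the highest sum at each of the 5 ages, with and without CD74. Clusters without a set were above it at d14 with CD74 (171 against 135), but not at the other ages or without CD74. Pooled over the ages, the highest level of a gene fell in PLC-set clusters for 13 of the genes and in CC-set clusters for 6, and at single ages the set can differ.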

Overall, ligand-receptor interaction was higher in U1/U2, Im, and PLC, both with each other and with other cells (CCs, goblet, and EECs) compared with the interaction of CCs, goblet, and EECs with each other, or with U1/U2, Im, and PLCs (Figure 8C). The more significant pairs were CD74-APP, CD74-COPA, and CD74-MIF, followed by TNFSF10-RIPK1, TNFSF1B-GNR, and LAMP1-FAM3C. Some of these pairs have been reported to have broad functions; for example, CD74-MIF is involved in several biological processes associated with the modulation of inflammation, cardiac function, and tumor formation (Soppert et al., 2018).

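Of the partner genes, the level of APP was 1.87 in CC-set, 1.47 in goblet-set and 0.0451 in Im-set clusters, with another set above the CC set at d1, d7 and d14. MIF was at 8.44 in U2-set, 8.26 in goblet-set and 8.12 in Im-set clusters, an order that changed between ages, and COPA was at 0.381 in PLC-set and 0.761 in CC-set clusters. TNFSF10 was highest in the U1-set cluster at 5.18 (95% CI 4.98 to 5.39), and RIPK1 was at 0.767 (95% CI 0.732 to 0.803) in PLC-set clusters, where it was highest from d7 on and lower than in EEC-set clusters at d0 and d1. The pair written TNFSF1B-GNR is listed as TNFRSF1B and GRN in Table S16. Both genes had their highest level in PLC-set clusters, at 3.74 (95% CI 3.66 to 3.82) and 3.59 (95% CI 3.52 to 3.67). LAMP1 was at 4.87 there, and FAM3C at 2.49 in the U1-set cluster and 2.33 in CC-set clusters.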

GPCRs, TGF-β signaling, and BMP signaling greatly affect intestinal development (Haber et al., 2017; Gao et al., 2018). In total, 35 GPCRs were expressed in the cecal epithelium (Supplementary Figures S7A, B). Some of these receptors such as signal sequence receptor subunit 4 (SSR4) and CCR7 were specifically expressed in some cell types or at some time points (Supplementary Figures S7A,B). 

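SSR4 (NCBI gene 100523300, chromosome X from 124537545 to 124541635) had levels of 6.92, 12.6, 9.71, 11.5 and 10.4 at d0, d1, d7, d14 and d21, and by marker set was highest in the U1-set cluster at 30.5 (95% CI 30.0 to 31). In goblet-set clusters it was at 15.0 (95% CI 14.9 to 15.1) and in PLC-set clusters at 8.26. CCR7 (NCBI gene 396663, chromosome 12 from 21857286 to 21869211) had levels of 0.0165, 0.0646, 0.602, 0.217 and 0.223, with 1.35, 0.728, 0.676, 0.235 and 0.184 in U2-set clusters and 0.0102, 0.0793, 1.68, 0.521 and 1.02 in clusters without a set, and 0.0132 in goblet-set clusters.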

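Levels of the receptor gene TGFBR2 (NCBI gene 100038019, chromosome 13 from 16784370 to 16875828) were 0.0648, 0.745, 0.413, 0.834 and 0.618 at d0, d1, d7, d14 and d21, and it was highest in CC-set clusters at 1.85 (95% CI 1.81 to 1.89), except at d1. BMP4 (NCBI gene 100113425, chromosome 1 from 183415989 to 183422888) had levels of 0.0553, 0.560, 0.164, 1.07 and 0.312, with 3.95 (95% CI 3.89 to 4.01) in CC-set clusters, and at single ages at most 0.734, in U2-set clusters at d1, in any other set. TGFBR1 was highest in CC-set clusters at 0.455. SMAD4 and SMAD2 were at 0.746 and 0.445 there, and the set of their highest level changed between ages. SMAD7 fell from 1.35 at d0 to 0.453 at d21. BMP2K was highest in PLC-set clusters at 1.36 (95% CI 1.31 to 1.41), except at d0.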

The TGF-β signaling pathway members TGFBR2, TGFBR1, SMAD7, SMAD4, SMAD2, and BMP signaling pathway members BMP2K and BMP4 were also specifically expressed in some types of cecal cells or at some time points (Supplementary Figures S7C, D). Our results suggest that, during the neonatal window, these factors may affect cecal cell development.

### 3.6 Microbiota Involved in Neonatal Cecal Cell Maturation

At the point of birth, a neonate moves from a sterile uterine environment to an external microbe-rich environment (Palmer et al., 2007; Costello et al., 2009; Dominguez-Bello et al., 2010; Koenig et al., 2011; Renz et al., 2011). Shortly after birth, almost no microbiota was found in piglet cecal mucosa or content, while with development, the diversity of cecal microbiota (both mucosa and content) increased to initiate their influence on intestinal cell development (Figures 9A–C; Supplementary Figures S8A–E) (Palmer et al., 2007; Costello et al., 2009; Dominguez-Bello et al., 2010; Koenig et al., 2011; Renz et al., 2011). Figure 9A showed the PCA analysis of the microflora in cecal mucosal samples from different time points. Figure 9B present the differences of bacterial abundance at the genus level. The relative proportion of the 10 major cecal mucosal microbes (at the genus level) changed during the neonatal window (Figure 9C; Supplementary Table S17), as did the relative proportion of the 10 major cecal content microbes (Supplementary Figure S8E; Supplementary Table S18). In both cecal content and mucosa, one of the major microbe populations was *lactobacillus* (Figure 9C; Supplementary Figure S8E). Moreover, there was a good correlation between cecal content microbes and mucosal microbes (Figure 9D; Supplementary Table S19). The cecal mucosa microbes and the cecal cell population (sRNA-seq) were well correlated (Figure 9E; Supplementary Table S20). The cecal content microbes and the cecal cell population (sRNA-seq) were also well correlated (Supplementary Figure S8F; Supplementary Table S21).

**FIGURE 9:**
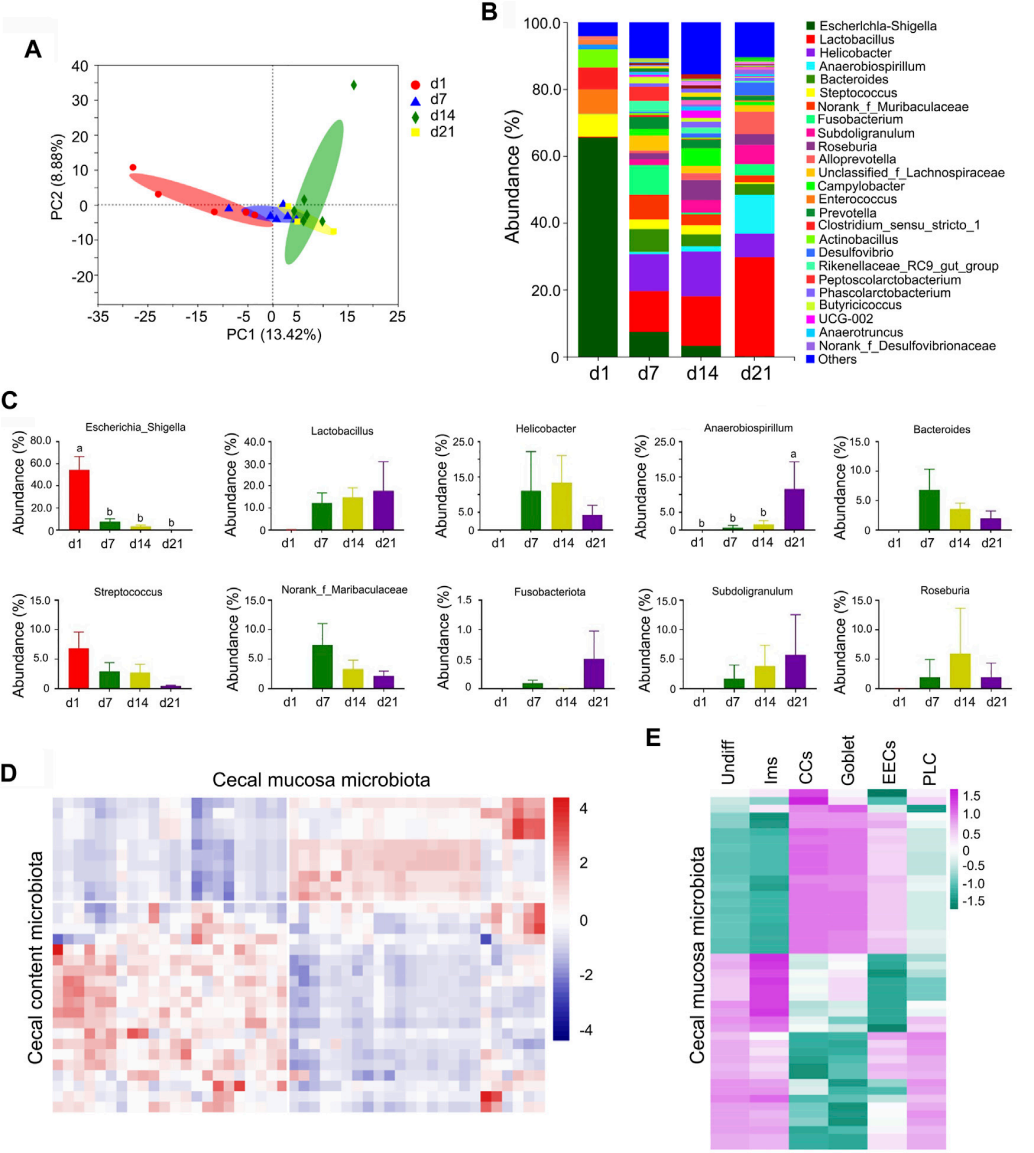
Changes in cecal mucosa microbiota. **(A)** The PCA of the microflora in cecal mucosal samples from different time points. The X-axis shows the PC1 while the Y-axis presents the PC2. **(B)** Differences of bacterial abundance at the genus level. The X-axis shows the time points while the Y-axis presents the relative proportion. **(C)** Relative proportion of the 10 major microbiotas. The X-axis shows the time points while the Y-axis presents the relative proportion. **(D)** Pearson correlation of the proportion of different microbiota in cecal mucosa and cecal content. **(E)** Pearson correlation of the proportion of different microbiota in cecal mucosa and the proportion of different clusters of cells.

The “beneficial” microbiota *lactobacillus* (Zhang et al., 2020) was first observed in swine cecal content at d1 and from there increased in proportion to become the major microbiota at d21. Meanwhile the proportion of other major microbiota either decreased or fluctuated over the same period (Supplementary Figure S8E). *Lactobacillus* started to appear in the swine cecal mucosa at d7 and increased to become the major microbiota at d21, while other major microbiota either decreased or fluctuated over the same period of development (Figure 9C). This may be because the experimental piglets were raised solely on maternal milk, without interventions such as antibiotics, additives, or immunization.

Furthermore, piglet plasma metabolism was determined by LC/MS, and 5,388 metabolites were found in the plasma samples (Supplementary Table S22). Sixty-two metabolites continued increasing from d1 to d21 (Figure 10A; Supplementary Table S23). Melibiitol, belonging to galactose metabolism, quickly increased from d0 to d1, then decreased to d21 (Figure 10B). The two bile acids metabolites taurochenodeoxycholic acid and taurochenodesoxycholic acid decreased from d0 to d1, then increased to d21, which indicated the developmental potential of the intestine (Figure 10C). The plasma metabolites and cecal mucosa microbiota showed a more profound correlation (Figure 10D; Supplementary Table S24) than that of plasma metabolites and cecal content microbiota (Figure 10E; Supplementary Table S25). The data indicated that cecal cells and microbiota were involved in the changes taking place during plasma metabolism.

**FIGURE 10:**
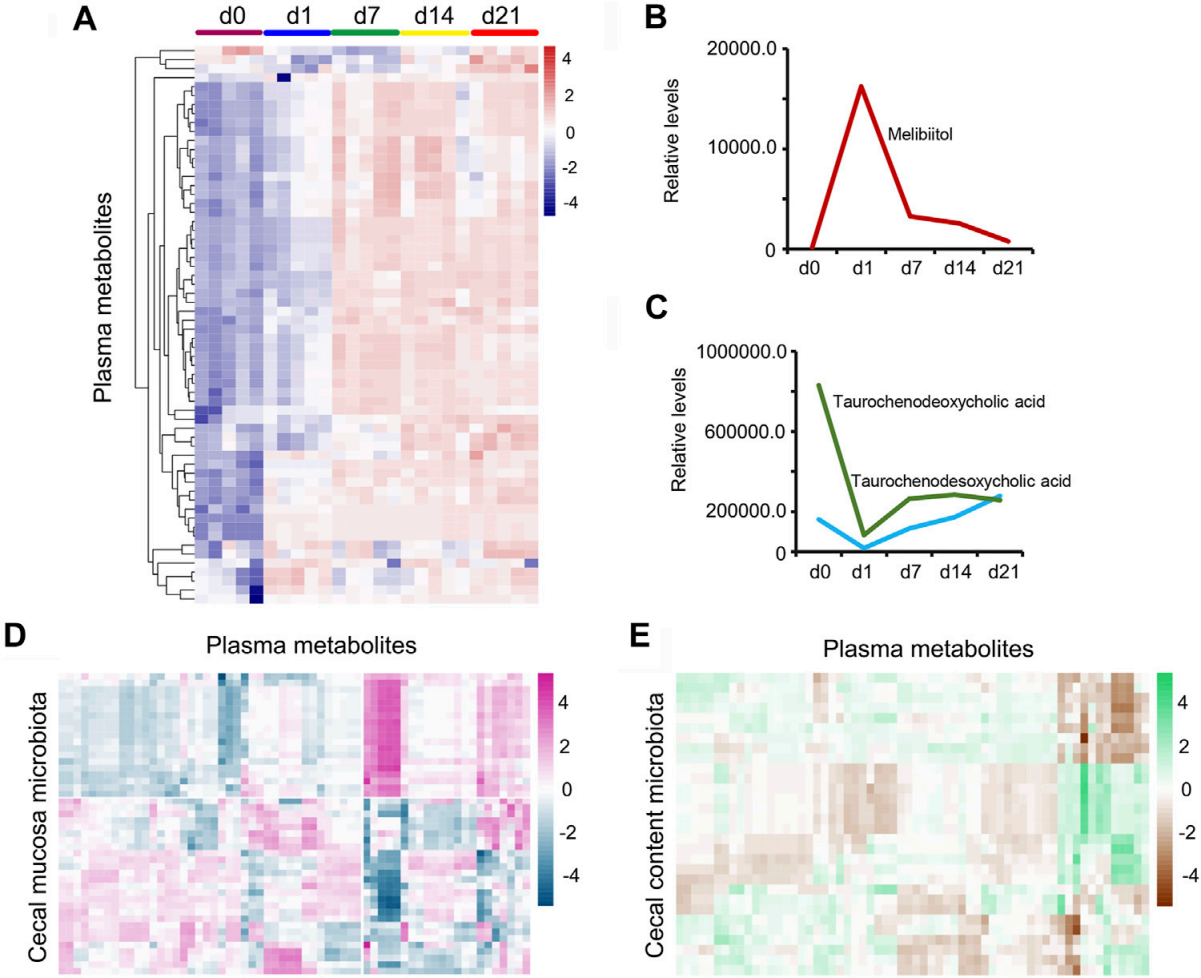
Piglet plasma metabolism. **(A)** Heatmap for the continuing increase in the expression levels of 62 metabolites from d0 to d21. **(B)** Plasma concentration of Melibiitol at different time points. The X-axis shows the time points while the Y-axis presents the relative levels. **(C)** Plasma concentration of taurochenodeoxycholic acid and taurochenodesoxycholic acid at different time points. The X-axis shows the time points while the Y-axis presents the relative levels. **(D)** Pearson correlation of the proportion of cecal mucosa microbiota and the concentration of plasma metabolites. **(E)** Pearson correlation of the proportion of cecal content microbiota and the concentration of plasma metabolites.

## 4 Discussion

To our knowledge, this is the first presentation of a large-scale scRNA-seq study of the piglet cecal cells during the neonatal developmental period. The study has revealed novel cellular diversity and subtype-specific gene expression in different types of cecal cells.

It is well known that the cecum is a critical place for absorption of water and electrolyte, and is lacking villi and a brush border with little or no intrinsic digestive function (Dabareiner and White 1997; Elmentaite et al., 2021). In current study, we found that just after born (d0-d7) the cecum had similar brush bord as the small intestine with villi expression in piglets. However, when the piglets grow up, the brush became flat with less villi expression (d14-d21). In current study, the single cell RNA-seq analysis showed that the different types of cells changed during this developmental window to represent the cecum growth.

Using scRNA-seq analysis, we have characterized 6 major types of cecal cells: U1/U2, Ims, CCs (Parikh et al., 2019), goblet, PLCs, and EECs with specific marker genes. Moreover, these types of cells had specific developmental potentials. CCs matured with a gradual decrease in proportion; however, Ims developed with a continuing increase in proportion. Meanwhile, goblet cells reduced in proportion from d0 to d14; PLCs increased in proportion from d0 to d7 then decreased at d14 and d21; and EECs decreased in proportion during the neonatal developmental period. The proteomics data matched the scRNA-seq with almost half of the changed proteins being highly expressed at d0 and d1 and exhibiting a decrease from d7 to d21, correlating to the developmental trend of CCs; however, approximately 50% of the proteins were expressed at low levels at d0 and d1 while they increased from d7 to d21 and were correlated with Im developmental potential. The decrease in the proportion of CCs indicated that the brush became flat in cecum as the piglets growing up. And the increase in the proportion of Ims suggested that immune function of cecum became stronger during the piglet growth (Mowat and Agace, 2014). Goblet cells play important roles in the mucus secretion and protection from gut content (Kim and Ho, 2010; Birchenough et al., 2015), in current study, the proportion of goblet cells decreased from d0 to d14 in the swine cecum. The Paneth cells were not found in the piglet cecum, however, Paneth like cells (PLCs) have been detected in the piglet cecum as early report (Parikh et al., 2019), that had secretory activity to perform important antimicrobial functions (Bevins and Salzman, 2011; Clevers and Bevins, 2013). In current study, the proportion of PLCs continued to increase from d0 to d7, then decreased at d14 and d21 in piglet cecum. EECs, the sensory cells, play important roles in hormone secretion and nutrient and microbial metabolism (Haber et al., 2017; Worthington et al., 2018). In current study, EECs were found to be a small portion of cells in piglet cecum and continued to decrease in the proportion from d0 to d21. Recently, it has been found that although EECs are a small group of cells which play crucial role in intestinal function, and they are regulated by many molecular regulators (Gehart et al., 2019).

Cell-type-specific TFs, GPCRs, and members of TGF-β and BMP signaling pathways are known to have vital roles in intestinal cell development, both during the fetal stage and in response to pathogens (Haber et al., 2017; Gao et al., 2018). During the neonatal period, the current study showed that cecal cell type differentiation was regulated by cell-intrinsic changes to regulatory programs: ligand-receptor pairs, and the above listed factors. Ligand-receptor complexes are intimately involved in cell-cell communication, a crucial event during a wide range of biological processes including development, differentiation, and inflammation (Aibar et al., 2017; Efremova et al., 2020). We found a few important ligand-receptor pairs such as CD74-APP, CD74-COPA, and CD74-MIF, followed by TNFSF10-RIPK1, TNFSF1B-GNR, and LAMP1-FAM3C that have a broad range of biological functions (Maharshak et al., 2010; Soppert et al., 2018).

The large intestine is the main reservoir for the trillions of commensal bacteria that inhabit the intestine and play critical roles in fermentation to produce short chain fatty acids and other molecules which are essential for health (Mowat and Agace, 2014). Moreover, microbiota plays vital role in the shaping of intestinal development (Williams et al., 2001; Peterson and Artis, 2014). As the piglets matured, the microbial diversity of the cecal content and mucosa increased dramatically. It was very interesting to note that beneficial microbiota, such as *lactobacillus*, was the major group in both cecal content and mucosa. This may be due to the consumption of maternal milk by the piglets. Maternal milk is rich in bioactive substances, immunoglobulins, and relatively large protein particles that are critical for intestinal, and even whole organism development (Pasternak et al., 2016; Chen et al., 2018; Skrzypek et al., 2018). Furthermore, the cecal mucosal microbiota and content microbiota were positively correlated, and also showed strong correlation with different types of cecal cells and plasma metabolites. Very importantly, the cecal mucosal microbiota showed strong correlation with plasma metabolites. All the data indicated that microbiota may help the cecum development in piglets.

In summary, we found that cecum development in piglet with different type of cells maturation and changes in the proportion. And many regulators play important roles in the cecum cell development, and cecal microbiota is involved in the regulation of cecal development. Our study for the first time increases knowledge of cecal development under normal conditions at the single cell level. These data may increase our understanding of cecal development under normal or pathological conditions in human health. Furthermore, the findings may be useful for developing novel interventions to optimize cecal drug delivery and metabolism.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI [accession: GSE163272, PRJNA688810]; Integrated Proteome Resources (accession: IPX0002622002).

# Supplementary material for: Multi-Omics Uncover Neonatal Cecal Cell Development Potentials
**Source:** Front Cell Dev Biol. 2022 Jul 15;10:840298. doi: 10.3389/fcell.2022.840298
**Supplement:** Supplementary file 4

**Supplementary Table 25.** Primary antibodies

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Actin | Rabbit anti-Actin antibody | D110001-0200 | 42kd | Rabbit (polyclonal) | BBI |
| PCNA | Rabbit Anti-PCNA antibody | ab18197 | 29kd | Rabbit (polyclonal) | Abcam |
| SOX9 | Rabbit Anti-Sox9 antibody | AB5535 | 65kd | Rabbit (polyclonal) | Merck Millipore |
| Vil1 | Rabbite anti-Villin antibody | ab130751 | 93kDa | Rabbit (polyclonal) | Abcam |
| FABP | Rabbit Anti-intestinal FABP antibody | bs-0898R | 28kd | Rabbit (polyclonal) | Abcam |
| CD3 | Rabbit Anti-cluster of differentiation 3 antibody | bs-10498R | 20kd | Rabbit (monoclonal) | Beijing Biosynthesis Biotechnology CO. |
| CCL5 | Rabbit Anti-CCL5/RANTES antibody | bs-20765R | 7.4/10kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| E2F8 | Rabbit Anti-E2F8 antibody | bs-4265R | 94kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| APOA1 | Apolipoprotein A1 | bs-0849R | 28kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| FTH1 | Rabbit Anti-Ferritin Heavy Chain/FTH1 antibody | bs-5907R | 20kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Catenin | Rabbit Anti-delta 1 Catenin/CAS antibody | ab92514 | 108kd | Rabbit (monoclonal) | Abcam |
| MUC13 | Mouse Anti-MUC13 antibody | ab231159 | 55kd | Mouse (monoclonal) | Abcam |
| TFF3 | Rabbit Anti-Trefoil Factor 3 antibody | ab202967 | 9kd | Rabbit (polyclonal) | Abcam |
| IL-6 | Rabbit Anti-IL-6 antibody | bs-0782R | 23kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CHGA | Rabbit Anti-Chromogranin A antibody | ab45179 | 86kd | Rabbit (polyclonal) | Abcam |
| LYZL1 | Rabbit Anti-LYZL1 antibody | bs-18593R | 15kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| RAB18 | Mouse Anti-RAB18 antibody | bsm-51333M | 23kd | Mouse (monoclonal) | Beijing Biosynthesis Biotechnology CO. |
| POU2AF1 (BOB1) | Rabbit Anti-BOB1 antibody | bs-1418R | 28kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Ki67 | Rabbit Anti-ki67 antibody | Ab15580 | 358 | Rabbit (polyclonal) | Abcam |
| MYBL2 | Rabbit Anti-BOB1 antibody | bs-5960R | 77kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| GATA6 | Rabbit Gata binding factor 6 antibody | bs-1787R | 60kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| ZBTB1 | Zinc finger and BTB domain containing 1 | bs-13563R | 82kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |

How the deposited data were processed for this re-analysis (not part of the article)

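The 5 libraries hold cells of the cecal mucosa of piglets at d0, d1, d7, d14 and d21, with cells of 5 piglets mixed at each age. The values used are counts of UMIs per gene and barcode, which the authors made with Cell Ranger from the porcine genome Sscrofa11.1 and deposited as 1 matrix per library, without normalization. The paper states that Cell Ranger was run with a forced number of cells, but the matrices hold more barcodes than the number it names. The paper's later steps, a filter of at least 200 genes per cell and 3 cells per gene and a merging of the ages with Seurat, are not part of the matrices. From its supplementary tables, the gene lists per class, the marker genes of the subtypes and the protein levels of 916 genes were read, all as the paper's values. The copy of Table S4 read here ends after 1664 proteins.

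Cells with at least 200 detected genes were kept. Of 20648 genes, 17653 were seen in at least 3 cells. Counts were scaled to 10000 per cell and log transformed, and the cells of all libraries were clustered together from 2000 variable genes (8 of them mitochondrially encoded) and 30 principal components, computed with NumPy. A graph of shared neighbours over the 15 nearest neighbours of each cell, found with scikit-learn, was clustered by the Leiden method of python-igraph 0.11.9 at resolution 1. No integration and no removal of doublets was applied in the main setting. A cluster carried the marker set of Fig. 1C with the highest mean log2 fold of the level in the cluster over the other cells, with 0.1 added to both levels, if this mean was at least 1 and at least 3 of the 4 genes were higher. The marker genes were fixed before the data were examined and these limits after a first look at the clusters. A cluster whose cells had a median UMI count under 0.333 of that of their libraries, with none of the markers among its 10 leading genes, was left without a name. Subtypes were looked up by the 10 genes of highest fold in the paper's tables, mitochondrially encoded genes left out. A cluster carried the subtype of highest mean log2 fold if this mean was at least 1 and no fewer of the genes were higher than lower in it. General lists were scored as the marker sets were, and a list was not given to a cluster where another list had more genes, and at least 2, among the 10 leading ones. The lists were those for T cells, NK or cytotoxic cells, ILC, B cells, plasma cells, myeloid cells, dendritic cells, mast cells, fibroblasts, pericytes or smooth muscle, endothelium, lymphatic endothelium, glia, epithelium, absorptive cells, BEST4 cells, goblet cells, enteroendocrine cells, tuft cells, proliferating cells, stem cells and erythroid cells.

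The level of a gene is its summed count over a library or a group of clusters per 10000 counts of the same cells. Changes of named genes are log2 ratios of levels with 0.1 added, and those set beside protein changes have 0.01 added, both of which understate the change of low genes. Genes were named by a rule fixed before the data were examined, which takes every gene that the paper names in its text for the scRNA-seq data, the genes shown in its figures on these data, and the 5 largest rises and 5 largest falls from d0 to d21. A few others were named after their values had been seen, where the text says so or as leading genes of a cluster. Results for some genes are not reported here. Gene identifiers and coordinates come from the annotation of Sscrofa11.1, matched by symbol. To compare shares of cells with a UMI of a gene, cells were thinned to 1000 UMIs, with 500 UMIs and no thinning as alternatives. The cell cycle genes are the 97 genes of the S and G2/M lists of Seurat 5.3.0 that are in the matrices.

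Each age is 1 library, so there were no replicates, no test between ages was made and no p-value is given. Shares of cells have exact Clopper-Pearson 95% intervals and summed counts exact Poisson ones from SciPy 1.17.1, which cover counting error only. The libraries held between 47921183 and 91863866 counts in the kept cells. For protein groups, the median RNA change was set against 10000 random lists of as many genes matched on mean level in 20 groups of genes, and the rank correlation across genes is a description of these libraries, since genes are not replicates.

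The steps were tested on simulated data. For d21 against d0, 195 of 200 genes with known changes among 7283 genes came out within 0.25 on the log2 scale, and 0 of 7083 unchanged genes were off by more. For the percentile of a list, 19 of 20 unchanged lists fell in the central range and 20 of 20 raised lists above it. For the naming of clusters, 3199 of 3200 simulated cells got the right marker set. These cells were drawn from the mean profiles of clusters that the same rule had already labelled, without variation within a cluster, doublets or free RNA. The result checks the steps only and does not show that real cells were named correctly. Doublets were called with Scrublet as implemented in scanpy. Its automatic threshold called 0 cells at d0, d1, d7 and d21 and 526 at d14 and so did not work. The cells of highest score were taken instead, at 0.8% per 1000 cells of the library, a rule chosen after this was seen. Tests of doublets by genes of each cluster replaced an earlier one by called cells, also after its result was seen.

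The alternatives were cells under 20% mitochondrial counts, at least 500 genes, as many barcodes with the most UMIs as the paper kept, Scrublet's doublets removed, Leiden resolutions 0.5 and 2, 15 principal components, mitochondrially encoded genes out of the variable genes or out of the denominator, integration of 3000 cells per library with the CCA anchors of Seurat in R 4.3.3, the genes per class of Table S9 as markers, the mean over cells of each cell's level, S or G2/M genes alone, and for the proteins another pseudocount, a least level of 0.1 and the mean of the later against the earlier ages. Cells of 200 to 2500 genes were added after the levels had been compared with Table S9, and shares without the limit on UMI counts after cluster 5 was found to pass the other limits. RNA velocity, pseudotime, SCENIC and CellPhoneDB were not run. The first needs spliced and unspliced counts, which were not analysed here, and the others were left out here. Imaging, western blots, the microbiota and metabolites were not analysed here. Doublet calling used scanpy 1.11.5. Other tools were Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.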

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

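All tests in this part were chosen after the result was seen. Each group of cells described here carries genes of a cell type that the paper does not name among its clusters. They were picked by these genes after the clusters had been seen, and not by their size, since all 40 clusters hold more than the 3 cells that a count of 0 would allow. The expected signal of doublets, droplets with RNA of more than 1 cell, is a mixture of the profiles of other clusters, in which no gene lies far above its level in all of them. Genes with at least 1 count per 10000 that lay more than 2 times above their level in every other cluster were therefore counted. Such genes argue against a mixture of cells of other clusters, and leave doublets within the cluster open. Scrublet scores each cell against simulated doublets. Its automatic threshold called 0 cells at d0 and d21, so the cells of highest score, at a rate set by the size of the library and chosen after this was seen, are named called doublets here. These were 12.2% of the cells at d0 and 13.5% at d21. The same rule found only 37.9% and 46.6% of doublets added to these libraries, so a low share of called cells does not exclude doublets. With 1 library per age, a difference between ages cannot be told apart from a difference between libraries, and a biological explanation by age was not tested.

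Cluster 18 held 22 genes of this kind among its 1246 cells, led by TRPM5, SH2D6, SH2D7 and GNG13. The level of SH2D6 was 3.82 counts per 10000 there, against 0.485 at most in any other cluster. Of its cells, 9.31% were called doublets. A candidate explanation for the EEC marker set in this cluster is that it holds tuft cells and not enteroendocrine cells. Of the 5 tuft genes outside the EEC marker set, 4 had their highest level in cluster 18, and of the 9 enteroendocrine genes 0 did. As the remaining tuft gene was higher elsewhere, and POU2F3, SH2D6 and GNG13 are also in the EEC list of Table S9, which the study picked from these libraries, this stays open. The median UMI count of the cells was 0.370 of that of their libraries and 33.8% of their counts were on mitochondrially encoded genes, so that damage to these cells also stays open. From d0 came 54.3% of them.

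Cluster 31, with 458 cells, was led by the macrophage genes C1QA, C1QB and C1QC of the myeloid list, and carried the paper's PLC3 markers but not its PLC marker set. It held 37 genes more than 2 times above every other cluster. For C1QA the level was 180.0 counts per 10000 there, against 31.4 at most in any other cluster. Called doublets made up 5.02% of its cells, and its cells had a median UMI count 1.93 times that of their libraries, which leaves doublets within the cluster open. It held 1.63% (95% CI 1.42 to 1.85) of the cells at d1 and 1.23% (95% CI 1.07 to 1.41) at d14, and 0 cells at d7 (95% CI up to 0.0359%). C1QB is in the PLC list of Table S9 as well.

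In cluster 35 all 5 genes of the lymphatic endothelial list (PROX1, LYVE1, MMRN1, PDPN and FLT4) were higher than in the other cells, and none of them is in Fig. 1C or Table S9. The cluster held 282 cells, 53.2% of them from d1, and 65 genes more than 2 times above every other cluster. The level of LYVE1 was 21.0 counts per 10000 there, against 0.246 at most in any other cluster. The share of called doublets, 19.9%, was the highest of the 4 clusters in this part. The cluster carried the paper's CC4 markers.

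Cluster 39 held 86 cells with 45 such genes, among them HBM, with 145 counts per 10000 there, against 0.431 at most in any other cluster, and AHSP, with 55.4 counts per 10000 there, against 0.793 at most in any other cluster. These are genes of red blood cells and their precursors. Called doublets were 8.14% of the cells, and 70.9% of the cells came from d7. Whether they came from the mucosa or from blood taken up with the tissue was not tested.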

How the results depend on the processing

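The limits for naming clusters, the alternative without the limit on UMI counts, the rate rule for doublets and the filter of 200 to 2500 genes were chosen after the data had been seen, as were the comparisons of RNA with protein for d1 against d0, for d21 against d7 and without the genes at 15.5. All other alternatives were chosen before the data were examined, and each of them was run. No paired analysis was possible because each age is 1 library of mixed cells and no test between ages was made.

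The log2 ratios of the share of cells in clusters with a marker set kept their direction under all 12 alternatives for the Im, CC, PLC, U1 or U2 and EEC sets. Between d0 and d21 they were 3.44 for Im, -1.08 for goblet, 4.78 for U1 or U2 and -3.09 for EEC. For CC they were 5.20 from d0 to d1 and 3.15 from d7 to d14, and for PLC 4.94 from d0 to d7 and -2.02 from d7 to d21. Values that left their counting interval were as follows, and the cause was not tested. With the markers of Table S9 they were 3.08 for Im, -0.49 for goblet and 4.56 for PLC from d0 to d7. Under 20% mitochondrial counts they were 2.48 for Im, 4.26 for CC from d0 to d1, 0.0033 for goblet, 4.02 for PLC from d0 to d7, -1.89 for PLC from d7 to d21, 3.91 for U1 or U2 and -1.85 for EEC. Cells with at least 500 genes gave 3.23 for Im, 2.95 for CC from d7 to d14, 0.33 for goblet, -1.84 for PLC from d7 to d21 and -1.26 for EEC. The barcodes with the most UMIs gave 7.27 for Im, 5.27 for PLC from d0 to d7, -1.79 for PLC from d7 to d21, 6.77 for U1 or U2 and -0.42 for EEC. Without the cells of highest Scrublet score they were -1.31 for goblet and 4.39 for U1 or U2. Leiden resolution 0.5 gave 3.78 for Im and 4.56 for PLC from d0 to d7. Resolution 2 gave 3.07 for Im, 0.47 for goblet and 6.94 for U1 or U2. With 15 principal components they were 3.73 for Im, 0.88 for goblet, 4.36 for PLC from d0 to d7 and -2.24 for EEC. Without mitochondrially encoded genes among the variable genes they were -0.45 for goblet and 5.17 for U1 or U2. Integration with Seurat CCA on 3000 cells per library gave 3.21 for Im, 4.47 for CC from d0 to d1, 3.35 for CC from d7 to d14, -2.01 for goblet, 3.77 for PLC from d0 to d7, -1.80 for PLC from d7 to d21, 4.21 for U1 or U2 and -2.12 for EEC. Cells of 200 to 2500 genes gave 5.74 for Im, 2.91 for CC from d7 to d14, -1.55 for goblet, 5.25 for PLC from d0 to d7, 6.52 for U1 or U2 and -3.60 for EEC. Without the limit on UMI counts, which adds cluster 5 to the U2 set, the ratio was 5.53 for U1 or U2. The goblet ratio, reversed under 4 of these, has no value for the barcodes with the most UMIs, where 0 cells at d0 lay in a cluster with the goblet set.

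Among the gene lists of Table S9, the counts of Im genes higher at d21, CC genes with both peaks, goblet and EEC genes lower at d21, PLC genes higher at d7 than at d0 and d21 and undifferentiated genes higher at d14 moved by no more than 1.5 times under the 7 alternatives. Undifferentiated genes rising at every step from d0 to d14 were 8, against 18 with the barcodes with the most UMIs and 13 by the mean over cells. Of 70 further values of such counts, 12 moved by more than 1.5 times. Im genes rising at every step went from 10 to 6 with 200 to 2500 genes and by the mean over cells, goblet genes highest at d1 from 14 to 7 with 200 to 2500 genes or mitochondrially encoded genes out of the denominator and to 8 under 20% mitochondrial counts, PLC genes highest at d7 from 10 to 16 by the mean over cells, and EEC genes falling at every step from 1 to between 0 and 3. Of the SLC genes, 89 were lower at d21 and 52 higher, but 72 lower and 76 higher by the mean over cells. Of the potassium channel genes, 4 were lower and 3 higher, but 2 lower and 4 higher both by the mean over cells and with cells of 200 to 2500 genes. The direction of RAB18, COPA, RIPK1, BMP2K, SH2D7, SLC5A3 and MIF, whose log2 changes were under 1 in size, changed under at least 1 alternative. The age of the highest level changed for 28 of the 107 named genes with 200 to 2500 genes, for 27 by the mean over cells and for at most 8 under the others, and the summed goblet list at d7 fell from 278 to 60.0 and 88.0 under the first 2.

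The log2 ratio of the summed cell cycle genes over all cells, d21 over d0, was 2.28, and 2.01 with mitochondrially encoded genes out of the denominator, 2.06 under 20% mitochondrial counts, 2.20 with S genes alone and 2.32 with G2/M genes alone. Within U2-set clusters it was 0.99, 0.90 under 20% mitochondrial counts and 0.81 with S genes alone, but in cluster 8 alone the sum was 213 at d0, from 10 cells, and 186 at d21. For U2-set over goblet-set clusters it was 2.15, and under the same 4 alternatives 2.08, 2.09, 1.83 and 2.26.

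The rank correlation of RNA with protein changes was 0.369. It stayed between 0.341 and 0.404 under the other pseudocount, scaling, filters and ages, rose to 0.438 without the genes at 15.5 and was 0.104 for d21 against d7. For d1 against d0 it was -0.0648, the reversed direction. The share of counts on mitochondrially encoded genes, 23.7% at d0 and 7.94% at d21, was 20.3% and 7.25% with at least 500 genes, and 18.1% and 6.02% in the barcodes with the most UMIs.

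Depth limits the shares of cells with a UMI of a gene. For CD3E these were 1.88% at d0 and 35.5% at d21 at 1000 UMIs per cell, 0.959% and 20.7% at 500 and 2.71% and 49.8% without thinning, as fewer UMIs leave fewer chances to see the gene. Of 656 further values of this kind, 526 moved and 0 were reversed. The medians of the list changes (42 values) and the mitochondrial shares at the other ages (6) all changed in value, 0 of them in direction. Of 24 medians of protein groups, 19 moved, 1 did not and 4 were reversed. For group 2 the median went from 0.068 to -0.0046 with genes of at least 0.1, to -0.15 with mitochondrially encoded genes out of the denominator and to -0.071 for d21 against d7, and for group 3 from 0.54 to -0.0078 for d21 against d7. Likewise 272 of 420 single shares of cells and 454 of 749 log2 changes of named genes moved.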

Differences from the paper's values

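The paper states 6861, 6451, 6520, 6415 and 6439 cells after quality control at d0, d1, d7, d14 and d21. With at least 200 genes per cell, the filter that the paper names, 15218, 14142, 10272, 16177 and 16892 cells were left here. Of the alternatives set before the data were examined, cells under 20% mitochondrial counts came within 1.5 times of the paper's number at d0 (5942 cells) and at d7 (8030), and cells with at least 500 genes at d7 (8152). At d1, d14 and d21 neither did. Removing doublets, at a rate chosen after the data had been seen, came within it at d7 (9428) and at no other age. Cells of 200 to 2500 genes, chosen after the values had been seen, came within it at d7 (9117). The alternative with the barcodes of the most UMIs has the paper's numbers by construction, but its mitochondrial shares at d7 were taken over the 6376 of these barcodes that had at least 200 genes.

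The shares of cells have different denominators, the cells that the paper kept and those kept here, and the classes were rebuilt from markers. At d0, of 6861 cells in the paper and 15218 here, the shares were about 66% for CC in the paper (Fig. 1E, read by eye) and 0.749% in clusters with the CC set here, 0.69% for U1 or U2 in the paper and 0.388% in clusters with the U1 or U2 set here and about 21% for goblet in the paper (Fig. 1E, read by eye) and 13.8% in clusters with the goblet set here. At d1, of 6451 cells in the paper and 14142 here, the shares were about 65% for CC in the paper (Fig. 1E, read by eye) and 27.6% in clusters with the CC set here and about 12% for Im in the paper (Fig. 1E, read by eye) and 4.35% in clusters with the Im set here. At d7, of 6520 cells in the paper and 10272 here, the shares were about 5% for CC in the paper (Fig. 1E, read by eye) and 2.46% in clusters with the CC set here and about 53% for Im in the paper (Fig. 1E, read by eye) and 27.3% in clusters with the Im set here. At d14, of 6415 cells in the paper and 16177 here, the shares were about 14% for CC in the paper (Fig. 1E, read by eye) and 21.9% in clusters with the CC set here and about 55% for Im in the paper (Fig. 1E, read by eye) and 28.7% in clusters with the Im set here. At d21, of 6439 cells in the paper and 16892 here, the shares were 0.06% for EEC in the paper and 0.639% in clusters with the EEC set here. Shares within 1.5 times of the paper's were found at d14 for CC with cells under 20% mitochondrial counts (20.8%), doublets removed at a rate chosen after the data had been seen (19.9%), Leiden resolution 2 (19.5%) and cells of 200 to 2500 genes (chosen after the values had been seen, 18.8%); at d7 for Im with the markers of Table S9 (35.7%), Leiden resolution 0.5 (43.3%) and Seurat CCA (39%). They were also found at d0 for U1 or U2 with cells under 20% mitochondrial counts (0.875%), cells with at least 500 genes (0.572%), doublets removed at a rate chosen after the data had been seen (0.606%), Seurat CCA (0.867%) and cluster 5 counted with the U2 set, chosen after the values had been seen (0.506%); at d0 for goblet with Seurat CCA (22.0%) and cells of 200 to 2500 genes (chosen after the values had been seen, 17.7%). None of the 12 alternatives came within it at d0 for CC, d1 for CC, d7 for CC, d21 for EEC, d1 for Im and d14 for Im.

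Table S9 gives a level of each listed gene at each age, which was set beside the level per 10000 counts here for 54 of the named genes. At d0, 42 of the 54 levels lay more than 1.5 times apart, and 27 with the mean over cells in place of summed counts. At d21 the numbers were 16 and 4. With cells of 200 to 2500 genes, chosen after the values had been seen, they were 28 at d0 and 5 at d21. The pairs are given with the paper's level first and the level here second. Closing the gap means coming within 1.5 times. At d0, neither the 6 alternatives set before the data were examined (of which the removal of doublets used a rate chosen after) nor cells of 200 to 2500 genes, chosen after the values had been seen, closed the gap for CCR7 (0.05658 and 0.0165), DISP2 (21.51 and 85.2), FABP1 (8.461 and 22.2), FTH1 (44.38 and 100.2), GNLY (2.471 and 0.573), IL1B (0.00878 and 0.0193), KRT18 (0.4882 and 0.890), KRT19 (5.091 and 20.0), KRT8 (6.453 and 23.5), LGALS3 (13.05 and 36.3), MARCKSL1 (0.5897 and 1.27), MKI67 (0.001583 and 0.0183), MS4A1 (0.02337 and 0.00540), OLFM4 (0.05596 and 0.330), SH2D7 (0.2061 and 0.0343), SLA-DRA (0.8752 and 1.52), TOP2A (0.02752 and 0.0628), TRPM5 (0.532 and 0.121), TSPAN1 (7.692 and 14.7) and TXNDC5 (0.1167 and 0.336). Only cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for CENPF (0.047 and 0.0995) and MUC13 (3.391 and 7.07). Only the mean over cells closed it at d0 for CD79B (0.06602 and 0.0258), CYTB (486.9 and 208), ND4 (280.3 and 124) and POU2AF1 (0.01952 and 0.00600). The mean over cells and the filter of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for CCL5 (6.658 and 2.66), CD3E (0.2608 and 0.110), CD3G (0.3013 and 0.122), COL3A1 (0.4015 and 0.191), CXCL14 (0.5027 and 0.206) and FCN1 (0.06077 and 0.0273). Leaving mitochondrially encoded genes out of the denominator and the mean over cells, and also cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for G0S2 (0.1686 and 0.0899) and HSPA6 (2.4 and 1.32). The limit of 20% mitochondrial counts and the mean over cells, and also cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for CD52 (1.677 and 0.791), EPHB6 (0.4809 and 0.244) and LY6E (0.302 and 0.148). The limit of 20% mitochondrial counts, leaving mitochondrially encoded genes out of the denominator and the mean over cells, and also cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for FCGR3A (0.4231 and 0.232) and KLF2 (0.4398 and 0.237). The limit of 20% mitochondrial counts, removing doublets at a rate chosen after the data had been seen, leaving mitochondrially encoded genes out of the denominator and the mean over cells, and also cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for COL4A1 (0.2153 and 0.135) and FOLR1 (0.2394 and 0.155). The limit of 20% mitochondrial counts, the limit of 500 genes, removing doublets at a rate chosen after the data had been seen, leaving mitochondrially encoded genes out of the denominator and the mean over cells, and also cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d0 for SRGN (1.383 and 0.893). Only cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d21 for CHGA (0.01453 and 0.0534), PYY (0.03226 and 0.110) and TOP2A (0.7957 and 1.87). Only the mean over cells closed it at d21 for CALD1 (4.734 and 2.35), COL4A1 (5.434 and 2.82), SLA-DRA (3.858 and 6.41), STMN1 (2.345 and 4.84) and TRPM5 (0.02646 and 0.0118). The mean over cells and the filter of 200 to 2500 genes, chosen after the values had been seen, closed it at d21 for CENPF (1.047 and 1.78), COL3A1 (5.435 and 3.21), CXCL14 (8.516 and 4.89), HMGB2 (6.686 and 12.0), MUC13 (0.1185 and 0.274) and OLFM4 (2.537 and 6.04). The limit of 20% mitochondrial counts, leaving mitochondrially encoded genes out of the denominator and the mean over cells, and also cells of 200 to 2500 genes, chosen after the values had been seen, closed it at d21 for FCGR3A (7.099 and 4.62) and G0S2 (0.8337 and 0.556).

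On the order of the cell types at d0, the paper has CCs first, while here the CC set held 0.749%, the goblet set 13.8% and clusters 1 and 4, without a set, 41.0% and 22.2%. The paper places the minimum of CCs at d7. Here the CC set was lowest at d0 and at 2.46% at d7, and it fell from 21.9% at d14 to 12.3% at d21, where the paper has an increase. Goblet cells fall from d0 to d14 in the paper, and the goblet set rose from d0 to d1 (17.8%) here before it fell. For U1 and U2, which rise throughout in the paper, the share here was highest at d7 (14.1%), and would be highest at d21 (23.4%) with cluster 5, which a rule set after the data had been seen kept out of the U2 set. EECs fall until d21 in the paper, while the EEC set was lowest at d14 (0.142%).

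Among the Im subtypes, the paper has T cells and B cells increasing until d21 and mast cells until d14. Clusters with its T cell markers fell from 28.6% at d7 to 17.3% at d14, those with its B cell markers from 18.4% at d14 to 16.0% at d21, and cluster 15, with its mast cell markers, from 5.23% at d7 to 4.51% at d14. Cluster 28, with general mast cell genes, was highest at d14. In the paper most CCs are CC1 and their share falls from d0 on. Here the clusters with CC2 markers were larger than cluster 21, with CC1 markers, which rose from 0.0197% at d0 to 1.13% at d1. The paper has CC3, CC4 and CC5 decreasing from d14 to d21, while their clusters rose to 6.42%, 0.699% and 0.586%. The marker genes of CC1 and CC2 are tied to enterocytes in the paper, and here to clusters with contractile and extracellular matrix genes. Goblet 1 has the most goblet cells in the paper, but no cluster carried its markers. Goblet 2 first decreases in the paper, and cluster 14, with its markers, rose from 0.223% at d0 to 2.36% at d7. The paper found no tuft cells, while cluster 18 carried all 7 genes of the tuft list. Its EEC subtypes had their markers in clusters 0, 3, 5 and 15, none of which carried the EEC set. Its stem cell subtype had its markers in clusters 5 and 8, while the general stem list was the highest-scoring list of cluster 14 alone.

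Most of the Im genes of Table S9 rise gradually in the paper. All 48 were higher at d21 than at d0, and 10 rose at every step. Of the undifferentiated genes, which mostly rise gradually until d14 in the paper, 47 of 47 were higher at d14 than at d0 and 8 rose at every step. The genes of the PLC list follow the share of the cells in the paper, which peaks at d7, and here 37 of 50 were higher at d7 than at d0 and d21, but 34 were highest at d14 and 10 at d7. EEC genes fall along with the cells in the paper, while 37 of 50 were lower at d21 and 1 fell at every step. COX2 is highest in goblet cells in the paper, and here was higher in EEC-set than in goblet-set clusters at d0 (898 and 359 counts per 10000), d1, d7 and d21 (179 and 169.8) and lower at d14 (117 and 124). It was also higher in CC-set than in goblet-set clusters at every age but d0. REG4 is given as a gene of PLCs, and was at 0.0590 in PLC-set and 4.24 in goblet-set clusters. The paper has cell cycle genes unchanged from d0 to d21, while their summed level went from 15.8 to 76.8 over all cells. Within U2-set clusters it went from 91.0 to 180.3, but most of these cells were in cluster 16 at d0 and in cluster 8 at d21, and in cluster 8 alone it was 213, from 10 cells, and 186. The RNA of IL6, whose protein increases until d21 in the paper, was highest at d1 (0.169) and at 0.0196 at d21.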

Other observations

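The tests on cluster 1, on the tissue under the epithelium, on the ratio of the Im to the PLC set, on the doublets of clusters 8, 14, 34, 36 and 38 and on the clusters of the d1 library were chosen after the result was seen. Those on damage, on dilution, on epithelial genes, on cell composition, on the constant of 15.5, on the blocks of protein samples and on the sex of the piglets were chosen before. The tests on damage, on composition, on the blocks and on the doublets of clusters 8, 14 and 36 were read more cautiously after the values had been seen than was set out.

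The d0 library had the highest share of counts on mitochondrially encoded genes, and its cluster 1, with 41.0% of the cells, had most of its counts there. Damage to cells of every type was tested in the Im-set cells, whose mitochondrial share was 1.60 times as high at d0 as at d21. This passed the limit of 1.5 set for damage, but the medians per cell were 5.74% at d0 and 6.46% at d21, the other way, so the explanation stays open. Another candidate explanation is that cluster 1 holds absorptive cells that lost cytoplasmic RNA. Without mitochondrially encoded genes and at equal depth, its profile at d0 had the highest rank correlation with cluster 18 (0.910), and with all counts with the absorptive cluster 4 (0.946), so the order depends on depth and the type of these cells cannot be told apart. Dilution of other genes by mitochondrial counts at d0 is argued against as the cause of the changes of the lists. With mitochondrially encoded genes out of the denominator, the median log2 change of the Im list from d0 to d21 was 3.48, against 3.56.

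Whether the CC-set and PLC-set clusters could hold epithelial cells was tested by the summed level of the 6 epithelial genes. In PLC-set clusters it was 0.0142 of that in goblet-set clusters, and not higher than in Im-set clusters by 2 times, which argues against it. In CC-set clusters it was 0.0870, below the 0.25 expected of epithelial cells but above that of the Im-set clusters by more than 2 times, so a part of epithelial cells, or of their free RNA, stays open. KRT8 and KRT19 of this list are markers of the goblet set, which lowers both ratios.

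A candidate explanation for the high shares of the CC set at d1 and d14 is that more tissue under the epithelium was taken up as a whole. The clusters of the fibroblast list and those of the endothelial list would then change alike. Their log2 ratios of d14 over d1 were -0.54 and -6.04, which argues against it as a shared cause at both ages. For d1 alone it stays open, as both lists rose from d0 to d1. The fibroblast list went from 0.618% to 19.1% and the endothelial list from 0.197% to 13.8%. At d7 they were at 2.14% and 0%. Likewise, a loss of epithelial cells alone would leave the ratio of Im-set to PLC-set cells as it was. It was 6.58 (95% CI 5.28 to 8.28) at d0, 1.93 (95% CI 1.69 to 2.22) at d1, 1.45 (95% CI 1.37 to 1.54) at d7, 1.67 (95% CI 1.59 to 1.75) at d14 and 9.44 (95% CI 8.76 to 10.2) at d21. The interval at d21 lies far above those at d1, d7 and d14. Such a loss is therefore argued against as the whole cause of the rise from these ages to d21. The interval at d0 is not far below that at d21, and counting intervals leave out variation between libraries. No conclusion is drawn for d21 against d0. A change in the cells themselves, a difference in how the tissue was taken and a difference between libraries stay open.

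Clusters 8, 14 and 36 had a median UMI count of 2.76, 1.67 and 9.17 times that of their libraries, and doublets are a candidate explanation. Genes more than 2 times above their level in every other cluster numbered 15, 22 and 34, which a mixture of cells of other clusters would not give. As the pattern here is the depth, doublets of cells of 1 type, which have no such mixture, cannot be told apart from large cells. Of their cells, 14.8%, 18.2% and 9.70% were called doublets. The highest shares of called doublets were those of clusters 38 and 34, with 61.6% and 50.2%, against 11.9% over all cells. Of genes more than 2 times above every other cluster, cluster 38 had 1 and cluster 34 had 0. The count cannot decide for cluster 34, which shares the leading genes C1QA, C1QB and C1QC with cluster 31. The median UMI count was 2.26 times that of its libraries in cluster 38, but 0.384 in cluster 34. Called doublets were deeper than other cells, at d1 with 4257.5 against 2938 UMIs. This depth goes against doublets in cluster 34, while its share of called cells goes with them. Doublets of cells of other clusters stay open as the source of both. Cluster 38 carried the U2 set and held 164 of the 337 U2-set cells at d1, and cluster 34 carried the paper's PLC3 markers.

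Of the cells of cluster 20, 98.5% came from d1. With 1 library at d1, a property of the library cannot be told apart from one of the age.

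The rank correlation between the changes of RNA and of protein could come from a change of cell composition alone. Given the log2 ratio of each gene's level in Im-set over goblet-set clusters, the partial rank correlation was 0.307. This is above the limit of 0.1, but a single ratio of 2 sets removes only a part of the composition, so this stays open. Its rank correlation was 0.770 with the change of RNA and 0.231 with that of protein. A constant of 15.5 in all 15 piglets of d7 to d21 for 118 genes is argued against as the source of the correlation, which was 0.438 without them. The paper states that the 30 protein samples were marked with 2 sets of reagents. In the part of Table S4 read here, 195 proteins lacked values at d0 to d3 alone, 166 at d7 to d21 alone and 0 in any other pattern. The rank correlation within these blocks was -0.0648 for d1 against d0 and 0.104 (95% CI 0.0347 to 0.172) for d21 against d7. The second lies at the limit of 0.1 and its interval spans it. Proteins also changed little there, with group medians of -0.048, -0.048 and 0.06 for d21 against d7. For d21 against d0, also without the genes at 15.5, these were -0.488, -0.294 and 0.434. Little change alone can give a low correlation, so the test cannot decide. The RNA libraries have no such blocks, and a shift of the proteins alone need not give a correlation with RNA. A shift between the blocks cannot be told apart from a change between d3 and d7.

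The 5 largest rises from d0 to d21 on the scale of log2 of the level with 0.1 added, which understates the change of low genes, were those of LOC100152327 (8.89), JCHAIN (6.99), IFI6 (5.59), LOC110257905 (5.42) and CCL5 (5.37). Among the 5 largest falls were those of PRAP1 (-7.22), TMIGD1 (-6.51), SLC51B (-6.02) and DPEP1 (-5.88). LOC110257905 is placed on chromosome Y by the annotation, and its level rose from 0.547 to 27.6. More male piglets at d21 could cause this, but 0 of the genes of the sex chromosomes listed for the test were found by symbol in the count matrices, so the test could not be made.

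A gene of the Im set was also counted in cells of other sets. CCL5 had a UMI in 56.6% of the goblet-set cells at d21 after thinning to 1000 UMIs and in 97.3% without thinning, against 1.22% and 4.15% at d0. Whether free RNA in the droplets gave these UMIs was not tested.

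For further proteins that the paper followed, the level of RNA at d0, d1, d7, d14 and d21 was 100.2, 56.7, 40.8, 67.0 and 30.0 for FTH1, 10.0, 7.58, 0.0230, 0.180 and 0.345 for APOA1, 0.0678, 0.0345, 0.00313, 0.000871 and 0.00273 for FABP2, 0.0543, 0.113, 0.147, 0.0918 and 0.125 for SOX9 and 0.0183, 0.129, 0.733, 0.514 and 0.912 for MKI67, the gene of Ki67. CTNNB1 was at 2.03, 2.25, 0.884, 0.793 and 0.696. It is the gene of another catenin than the delta catenin that the paper's antibody list names, so it is not set beside the staining.

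By the general lists, the shares of cells in clusters that scored highest for a list were, at d0 and at d21, 3.72% and 1.43% for NK or cytotoxic cells, 1.35% and 1.88% for ILC, 0.315% and 0.734% for B cells, 0% and 1.29% for plasma cells, 1.04% and 4.44% for myeloid cells and 0.276% and 0.568% for mast cells. They were 0.618% and 4.75% for fibroblasts, 0.131% and 7.57% for pericyte or smooth muscle, 0.197% and 0.314% for endothelial cells, 0.204% and 0.385% for lymphatic endothelial and 0.118% and 0.586% for glia. Among epithelial lists they were 16.2% and 0.0474% for the epithelial list, 22.2% and 0% for absorptive cells, 2.86% and 0.142% for goblet cells, 0.999% and 0.0947% for enteroendocrine cells and 4.44% and 0.545% for tuft cells. For proliferating cells they were 0.0657% and 8.58%. The T list scored highest in clusters 0 (0.237% and 28.0%), 2 (0.0657% and 14.1%) and 23 (0.0460% and 0.213%), and the dendritic list in cluster 9 (0.670% and 3.18%). These are given by number because clusters 0, 9 and 23 had 1 gene of another list and 0 of their own among their 10 leading genes, as did cluster 36. Clusters 2, 4 (absorptive), 14 (stem), 22 (NK or cytotoxic) and 32 (glia) also had 0 genes of their list there, but none of another, so these names rest on the score alone. The stem list was the highest-scoring list in cluster 14 (0.223% and 6.13%), the BEST4 list in cluster 36 (0.315% and 0.225%) and the erythroid list in clusters 5, 29 and 39, the last with 0.0394% and 0.0829%. A score is not a type. Genes of the T, NK or cytotoxic, B, plasma, myeloid, fibroblast, pericyte or smooth muscle, epithelial, absorptive, enteroendocrine, tuft, ILC and proliferating lists are also in Table S9 or Fig. 1C, which the study picked from these libraries, while none of the other lists are, and KIT is in both the ILC and the mast list.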
